# Neuroprotective Effects of Human-Induced Pluripotent Stem Cell-Derived Mesenchymal Stem Cell Extracellular Vesicles in Ischemic Stroke Models

**DOI:** 10.3390/biomedicines11092550

**Published:** 2023-09-17

**Authors:** Gang Lu, Xianwei Su, Lihong Wang, Chi-Kwan Leung, Jingye Zhou, Zhiqiang Xiong, Wuming Wang, Hongbin Liu, Wai-Yee Chan

**Keywords:** hiPS-MSC-EV, middle cerebral artery occlusion, proliferation, angiogenesis, exosomes, ischemic stroke

## Abstract

Background: Stroke represents the second leading cause of death and the primary cause of long-term disability in humans. The transplantation of mesenchymal stem cells (MSC) reportedly improves functional outcomes in animal models of cerebral ischemia. Here, we evaluate the neuroprotective potential of extracellular vesicles secreted from human-induced pluripotent stem cell-derived mesenchymal stem cells (hiPS-MSC-EV) using preclinical cell-based and animal-based models of ischemic strokes. Methods: hiPS-MSC-EV were isolated using an ultrafiltration method. HT22 cells were subjected to oxygen-glucose deprivation/reoxygenation (OGD/R) injury for 2 h, followed by treatment with hiPS-MSC-EV (100 μg/mL). Male C57BL/6 mice were subjected to middle cerebral artery occlusion (MCAO) followed by an intravenous injection of hiPS-MSC-EV (100 μg) at three distinct time points. Results: Our experimental approach revealed hiPS-MSC-EV promoted HT22 cell proliferation, reduced apoptosis, and altered cellular morphology following OGD/R. In addition, hiPS-MSC-EV reduced the volume of infarcts, improved spontaneous movement abilities, and enhanced angiogenesis by expressing the VEGF and CXCR4 proteins in the infarcted hemisphere of the MCAO-treated mouse model. Conclusion: Our findings provide evidence of the potential neuroprotective effects of hiPS-MSC-derived extracellular vesicles (hiPS-MSC-EVs) in both in vitro and in vivo mouse models of ischemic stroke. These results suggest that hiPS-MSC-EVs may play a role in neurorestoration and offer insights into potential cell-free strategies for addressing cerebral ischemia.

## 1. Introduction

Stroke represents the second leading cause of death and the primary cause of long-term disability in humans worldwide [1], of which 80% include cases of ischemic stroke [2]. Reperfusion with mechanical thrombectomy and/or thrombolysis is used to restore blood flow in patients with acute stroke episodes but must be administered within 4.5 h after the onset of stroke. Consequently, prehospital time (PHT) is crucial for patients with stroke to improve the stroke management process, as the benefits of thromboflytics are limited to a small proportion of patients [3,4]. Hence, a novel strategy promoting the successful recovery of stroke patients is urgently needed.

In the past two decades, we have witnessed significant advances in understanding the causes and physiology of ischemic stroke. Recently, stem cell-based therapy emerged as a viable neurorestorative therapeutic strategy for stroke patients [5]. In particular, the extracellular vesicles (EVs) secreted by transplanted stem cells are an essential mediator in cellular communication and assist stem cell paracrine action during tissue regeneration [6]. These EVs are very small, nano-sized (50–1000 nm) lipid bilayer spheres that enclose the components of their parent cell, such as RNAs, small non-coding RNAs, and proteins. A diverse array of extracellular vesicles are naturally secreted from a single cell type in vivo [7], whereby the diameter, weight gradient, RNA/protein contents, derived origins, and biological functions of EV subgroups are highly heterogeneous [8].

Extracellular vesicles (EVs) and exosomes are both types of vesicles that are released by cells and play crucial roles in cell-to-cell communication. They carry a variety of biological molecules, such as proteins, lipids, and nucleic acids, which can influence the behavior of recipient cells. They have common properties and correlations. EVs and exosomes can carry proteins, lipids, and nucleic acids from their cell of origin. These can be transferred to recipient cells, altering their behavior. They can influence the behavior of recipient cells and are involved in a range of biological processes, including immune responses, angiogenesis, and cancer. While exosomes are a specific type of EV with unique properties and functions, they share many characteristics with other EVs. Both are important tools for cell-to-cell communication and have potential uses in therapeutics and as biomarkers of disease [9]. Exosomes represent a significant proportion of EV subpopulation types, with a size ranging from 40 to 100 nm in diameter, and generally present surface markers such as CD9, CD81, and CD63 [10]. The isolation of EV subpopulations, such as exosomes, is commonly employed via ultracentrifugation. However, no method efficiently separates extracellular vesicles with high yield and purity. Since EVs can penetrate the blood-brain barrier [8], many studies have focused on the essential properties of extracellular vesicles in regulating normal physiological processes and investigated their role in the pathology of several neurologic diseases [11]. Accordingly, recent studies suggest EVs have the potential to induce neuroprotection and modulate neurite outgrowth and immunosuppression to augment neural repair after stroke, both in vitro and in vivo [12,13,14]. Hence, using MSC secretions, such as exosomes and microvesicles, might offer a viable cell-free therapeutic strategy for treating stroke-related ischemia [12]. MSCs are typically harvested from adult tissues through invasive procedures, and their proliferation and differentiation capacities decrease after several passages in culture. As individuals age, MSC proliferation and differentiation capacity decline significantly [15]. Reprogramming techniques have enabled the generation of induced pluripotent stem cells (iPSCs) from adult somatic cells of patients. It has been proven that iPSCs can be generated from any tissue in the body [16]. These cells possess remarkable growth potential, allowing for the generation of a plentiful source of early-passage MSCs without ethical concerns associated with conventional MSCs [17]. iPSC-derived mesenchymal stem cells (iPSC-MSCs) combine the advantages of both MSCs and iPSCs. Notably, iPSC-MSCs can undergo at least 40 passages in culture while retaining their self-renewal capacity. This set of properties highlights the potential significance of iPSC-MSCs in regenerative medicine and research. [18]. Concerns regarding genotoxicity and tumorigenicity associated with earlier methods of iPSC generation have been substantially reduced through advancements in non-integrating techniques. Reprogramming methods utilizing non-integrating viral vectors (such as Adenoviruses or Sendai viruses) or non-viral vectors (such as episomal vectors, mRNAs, minicircle vectors, and recombinant proteins) eliminate the risk of malignant transformation commonly associated with retroviruses or lentiviruses. Furthermore, these methods reduce the efficiency of repeated transduction, ensuring an appropriate level of transgene expression [19]. There are similarities between iPSC-MSCs and adult MSCs in morphology, surface marker expression profiles, global gene expression, and the capability to differentiate into three lineages [20]. Despite these advantages, concerns about immunological rejection and chromosomal variation persist in cell transplantation therapies [21].

Studies have shown that paracrine activity may contribute to the efficacy of MSC therapy against stroke [22]. Extracellular vesicles (EVs), nanoparticles containing proteins, lipids, nucleic acids, and other biomolecules, play a key role in this process. A beneficial property of EVs is their stability under various physiological conditions and ability to cross the blood-brain barrier (BBB), making them an excellent choice for treating ischemic stroke [23]. EVs derived from allogeneic MSCs, particularly from fetal tissues such as Wharton’s Jelly, placenta, and amniotic fluid, have gained significant attention due to their promising therapeutic potential. These sources offer several advantages, including reduced immunogenicity, an abundance of bioactive molecules, and the potential for off-the-shelf therapy. These EVs can modulate immune responses in acute and chronic inflammatory pathologies by directly targeting the inflammatory microenvironments [24,25]. A previous study showed that bone marrow MSC-derived extracellular vesicles reduced peripheral immunosuppression, enhanced neurovascular regeneration, and improved motor function four weeks after ischemia [26]. Middle cerebral artery occlusion (MCAO) rats achieved better results with intravenous infusion of exosomes in infarct volume, angiogenesis, and alleviated long-term neurological deficits [27]. The application of iPSC-MSC-EVs to enhance angiogenesis in mouse ischemic stroke models has not been reported.

In this study, we isolated hiPS-MSC-EVs and investigated their functional role in neuroprotection using both cell- and animal-based models of ischemic stroke. Our in vitro study demonstrated that hiPSC-MSC-EVs promoted HT22 cell proliferation, reduced apoptosis, and altered cellular morphology. In the MCAO-treated mouse model, hiPSC-MSC-EVs decreased infarcted volume, improved functional outcomes, and enhanced angiogenesis in the ischemic border zone through VEGF and CXCR4 expression. These findings provide the first evidence that hiPSC-MSC-EVs promote neuroprotection in both in vitro and in vivo models of ischemic stroke in mice.

## 2. Methods

### 2.1. Animal Model and Experimental Design

As previously described, we performed an MCAO operation using an intraluminal suture [28]. Wild-type male adult C57BL/6J mice (weight, 25–30 g; 10–12 weeks old) were obtained from the Laboratory Animal Experimental Service Center at the Chinese University of Hong Kong (CUHK). Under anesthesia, the left common carotid artery (LCCA) was carefully dissected free, and a knot was made using 6.0 string, followed by a second knot on the left external carotid artery (LECA). Microvascular clips were applied to the left internal carotid artery (LICA) and the left pterygopalatine artery (LPA). A small incision was made to insert the monofilament into the LICA. After a 60-min occlusion in a heated cage, the monofilament was removed, and a third knot was tied to close the wound. In the case of sham controls, mice were subjected to a similar procedure, except that the filaments did not occlude the MCA and were immediately withdrawn from the internal carotid artery (ICA).

All animal handling and experimental procedures implemented complied with the Chinese University of Hong Kong (CUHK) Schedule 7 Regulations on the Use of Experimental Animals, the International Guiding Principles for Biomedical Research Involving Animals, the Hong Kong Code of Practice for Care and Use of Animals for Experimental Purposes, and the CUHK Guide for Animal Care and Use. The experimental procedures were approved by the University Animal Experiments Ethics Committee of the CUHK (Ref No. 18-121-ITS).

### 2.2. Induction of MSCs from Human iPSCs

Human hiPS cell lines were purchased from Advanced Cell Technology Limited, a company affiliated with Shandong University, and cultured in a mTeSR™1 medium (Cat# 85850. STEMCELL Technology, Vancouver, BC, Canada). iPSCs were cultured in mTeSR1 medium (#85850, Stemcell Technology) on Matrigel-coated vessels (#354277, Corning, New York, NY, USA). For optimal results, cells were grown densely in large colonies. Some cell lines required a single passage adaptation to mTeSR/Matrigel before MSC differentiation. Upon reaching confluence, the medium was switched to an inhibitor differentiation medium known as KOSR + SB (DMEM-Ham’s F-12 basal medium supplemented with 20% knockout serum replacement (KOSR), 1 mM L-glutamine, 10 mM nonessential amino acids, and 10 μM SB431542). This KOSR + SB medium was replaced daily for 10 days. Cells were then harvested using TrypLE Select (#12563011, Gibco, Waltham, MA, USA) to obtain a single-cell suspension. At the start of mesenchymal differentiation, cells were reseeded at 40,000 cells per cm^2^ in the MSC medium. For the next step, cells were replated at 20,000 cells per cm^2^. For subsequent steps, the medium for subculturing cells used MSC medium, which consisted of Dulbecco’s Modified Eagle Medium (Cat# 11885092, Gibco, Waltham, MA, USA) supplemented with 10% FBS, 1% penicillin/streptomycin, 2 mM L-glutamine, and 0.1 mM non-essential amino acids [29]. The cells were successively passaged every 5–7 days until attaining a homogeneous fibroblast morphology and the typical MSC phenotypic characteristics and differentiation potential.

### 2.3. Multipotency of hiPS-MSCs

The functional differentiation capacity of hiPS-MSC into osteogenic, chondrogenic, and adipogenic lineages was tested in a specific medium. For osteogenesis, hiPS-MSC was cultured in osteoblasts (Cat# A1007201, Gibco, USA) for three weeks and then fixed in 4% paraformaldehyde for 30 min at room temperature (RT). The calcification of the matrix was examined using alizarin red staining. Chondrogenesis was studied by culturing hiPS-MSC in a chondrogenic differentiation medium (Cat# A1007101, Gibco, USA) and maintaining it for four weeks in culture. The cells were then fixed in 4% paraformaldehyde at RT for 30 min, and the proteoglycans were detected using Alcian Blue staining. Finally, for adipogenesis differentiation, hiPS-MSC was incubated in an adipogenic medium (Cat# A1007001, Gibco, USA) for two weeks, fixed for 30 min in 4% paraformaldehyde at RT, and the lipid vacuoles were detected using Oil red O staining. The images were captured using a Spot Digital Camera & Leica Microscope Biological Imaging System (Leica, Wetzlar, Germany).

### 2.4. Flow Cytometric Analysis

Flow cytometry was used to characterize the surface markers of MSC as previously described [30]. After 4–5 passages, the cells were harvested using trypsin-EDTA (Invitrogen, Waltham, MA, USA) and incubated with 3% bovine serum albumin (BSA, Gibco, USA) in PBS for 30 min to block non-specific antigen binding. The cells were incubated with primary antibodies from the human MSC analysis kit (Cat#562245, BD Biosciences, San Jose, CA, USA) to identify the characteristic human MSC surface markers. The following antibodies were used: APC-conjugated anti-CD73, PerCP-conjugated anti-CD105, and fluorescein isothiocyanate (FITC)-conjugated anti-CD90. Additionally, negative cell surface markers were examined using PE hMSC negative cocktail antibody solution, including PE CD45, PE CD34, PE CD11b, PE CD19, and PE HLA-DR. To detect non-specific fluorescence, isotype-matched mouse monoclonal antibodies were utilized. The surface antigens were analyzed using a BD LSR Fortessa cell analyzer (BD Biosciences, USA). Since the exosomes are too small to be detected using flow cytometry, binding them first to the antibody-coated beads is necessary. According to the manufacturer’s instructions, isolated exosomes were purified using the Exosome-Human Isolation/Detection Reagent. The titrated exosomes were mixed with anti-CD9 coating magnetic beads (Cat#10620D, Invitrogen, USA) or anti-CD81 coating magnetic beads (Cat#10622D, Invitrogen, USA) and incubated overnight (18–22 h) at 2 °C to 8 °C with sample mixing. The bead-bound exosomes were then collected by immunomagnetic cell separation and centrifugation and stained with anti-CD63-PE (Cat# 12-0639-41, Invitrogen, USA) for 60 min at room temperature. The isotypes were used for each experiment as negative controls. The samples were analyzed using a BD LSR Fortessa cell analyzer (BD Biosciences, USA).

### 2.5. Exosome Isolation and Identification

Exosomes were collected using differential centrifugation as previously described [31]. Briefly, the cells were grown to 80% confluency and then cultured in a chemically defined exosome-free medium for 48 h. This medium consisted of 10% exosome-free FBS (#A2720801, Gibco, USA) in the MSC medium. The conditioned medium (CM) was obtained and centrifuged sequentially at 300× *g* for 10 min and 2000 g for 10 min at 4 °C. To remove cellular debris, the supernatant was filtered through a 0.22-μm filter (Millipore, Burlington, MA, USA). After this, the supernatant was centrifuged at 4000× *g* at 4 °C to reduce the volume to ~200 μL by ultra-filtration in a 15-mL Amicon Ultra-15 Centrifugal Filter Unit (Millipore, 100 KD). Finally, the 200 μL centrifuged liquid was diluted in 15 mL of PBS to remove the residual medium, and the previous centrifugation and ultra-filtration steps were repeated. The total protein concentration in the exosomes was determined using the bicinchoninic acid (BCA) assay (Thermo Fisher, Waltham, MA, USA), as previously described [32].

Exosome morphology was visualized on a Hitachi HT-7700 transmission electron microscope (Hitachi, Japan), and the images were captured using a digital camera (Olympus, Japan). In brief, freshly isolated exosomes were placed on a copper grid coated with 0.125% Formvar in chloroform. The grids were stained with 1% (*v*/*v*) uranyl acetate in ddH2O, and exosome samples were examined immediately. Alternatively, the isolated exosomes could be fixed with cold 2.5% *v*/*v* glutaraldehyde in 0.1 M PBS, rinsed in PBS, dehydrated using a graded series of ethanol, and embedded in Spurr resin. Ultrathin sections (60 nm) were stained with uranyl acetate and lead citrate. Imaging was performed using a Hitachi H7700 Transmission Electron Microscope. Antibodies against CD9 (1:200; sc-13118, Santa Cruz, CA, USA), CD63 (1:200; ab216130, Abcam, Cambridge, UK), and CD81 (1:100; sc-166029, Santa Cruz), Calnexin (1:200; sc-23954, SantaCruz), Tubulin (#15115, Cell Signaling Technology, Danvers, MA, USA) were used to target the exosomes. Exosome RNA was extracted using the TRIzol-LS reagent. The exosome was resuspended in 200 μL PBS, and then TRIzol lysis reagent was mixed with the exosome solution. Chloroform was added, thoroughly mixed, and centrifuged at 12,000× *g* for 15 min. The aqueous phase was mixed with isopropanol and purified using a spin column. Finally, RNA was eluted in 30 μL of nuclease-free water. RNA concentration was assessed using a NanoDrop 2000 spectrophotometer (Thermo Scientific, Waltham, MA, USA). The RNA yield and size distribution were analyzed using an Agilent 2100 Bioanalyzer with an RNA 6000 Pico kit (Agilent Technologies, Foster City, CA, USA). As part of evaluating the EVs’ characteristics, nanoparticle tracking analysis (NTA) was executed using a Flow NanoAnalyzer (NanoFCM N30E, Xiamen, China). Briefly, A cocktail of silica nanospheres (68, 91, 113, and 151 nm, provided by NanoFCM) and 200 nm polystyrene beads were used to calibrate the instrument for concentration and size. Particle events were recorded for one minute after EVs preparations were diluted (typically 1:150 dilution for 10 K fractions and 1:200 dilution for EVs). An intensity matrix, a calibration curve, and a flow rate were used to calculate particle numbers.

### 2.6. OGD Model

Oxygen glucose deprivation (OGD) injury models were used to mimic stroke, as previously described [33]. HT22 murine hippocampal cells were seeded into a 100 cm^2^ dish and maintained at 37 ℃/5% CO_2_ in an incubator. We used DMEM high glucose supplemented with 10% FBS as the standard medium. Before the OGD treatment, the culture medium was replaced with normal DMEM plus 10% exosome-free FBS (#A2720801, Gibco, USA). For the OGD treatment, the culture medium was changed to a deoxygenated glucose-free DMEM without FBS. The cells were then placed in a hypoxia chamber (Billups-Rothenberg, San Diego, CA, USA), flushed with 95% N_2_ and 5% CO_2_ for 10 min, and sealed for the OGD treatment. HT22 cells were exposed to the gas mixture in the hypoxic box for 2 h. After the deprivation period, the cells were changed to a medium containing exosome-free FBS, without FBS, or with the EVs and re-oxygenated for 24 h.

### 2.7. Cell Proliferation and Apoptosis

HT22 cells were seeded into 96-well culture plates at a density of 1 × 10^3^ cells/well in 100 μL of DMEM supplemented with 10% FBS. After 24 h culture, the cells were treated with OGD/R. Cell viability was examined at the end of the reoxygenation period using the MTT assay (MTT, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. After removing the medium, formazan was solubilized by adding 50 μL of dimethylsulfoxide (DMSO) followed by 10μL MTT solution (5 mg/mL in PBS) to each well, after which the cells were incubated for 4 h at 37 ℃. The absorbance at 540 nm was measured using a microplate spectrophotometer (Bio-Rad Lab, Berkeley, CA, USA). The relative cell viability was calculated using the OD540 value for the OGD group as a proportion of the mean OD540 value for the control group. The experiment was repeated at least three times.

The cells were collected, and the apoptosis rate was assessed using the Dead Cell Apoptosis Kit (Cat#V13241, Invitrogen, USA) with Annexin V and Propidium Iodide (PI). Briefly, the cells were collected with a cell scraper after reoxygenation, washed in cold phosphate-buffered saline (PBS), and resuspended in annexin binding buffer, to which we added 5 μL of Alexa Fluor^®^ 488 Annexin V and 1 μL 100 μg/mL PI to each 100 μL of cell suspension. This mixture was incubated for 15 min, and finally analyzed using the BD LSR Fortessa cell analyzer (BD Biosciences, USA). The FITC was represented by the FL1 channel, PI staining was represented by the FL2 channel, and the cells stained with Annexin-V and PI were considered the apoptotic cell population.

### 2.8. RNA Sequencing and Analysis

RNA sequencing (RNA-seq) was performed by Novogene (Beijing, China). Nine samples were divided into three groups, one of which was the control group, while the others represented the OGD and OGE groups (GEO accession number GSE208008). RNA extraction was performed using TRIZOL reagent (Invitrogen, USA) according to the manufacturer’s instructions. RNA integrity and quantity (IQ) were determined by the Bioanalyzer 2100 system (Agilent, Santa Clara, CA, USA). Next, Illumina NovaSeq 6000 was used to sequence RNA libraries using a 150 bp end pairing protocol. Approximately 70 million clean reads per sample were generated from raw data after removing adapter reads, N base reads, and low-quality reads. Clean reads were aligned to the reference genome using HISAT2 (v2.0.5). Q20, Q30, and GC contents of clean reads were also calculated. Each gene’s read count was calculated using FeatureCounts (v1.5.0-p3). Differential expression gene (DEG) analysis was performed in R (v3.3.2) using the DESeq2 v1.15.28 package. To improve the accuracy of DEGs, we defined genes with a fold change ≥1.5 and adjusted *p*-value ≤ 0.05 as significant DEGs. The Ingenuity Pathway Analysis (IPA) (www.ingenuity.com/products/ipa, accessed on 19 November 2020) software was also performed to predict upstream regulators with their activation score and *p*-value. The IPA software analyzed the top network, disease, and disorder enrichment.

### 2.9. Neurologic Function Analysis

Neurological tests were performed on days 0, 3, 14, and 28 after MCAO (*n* = 6 mice/group). We used the modified neurological severity score (NSS) and Zea Longa to evaluate the functional results as described previously [28]. The Zea longa scoring method was used, assigning a score from 0–4 based on the level of neural damage. Scores between 1 and 3 indicated successful modeling. A score of 0 indicated no impairment in neural function, while a score of 4 indicated acute damage. The battery included tests for nerve motor function, gait, balance, and reflexes for the NSS test. In motor function tests, mice were lifted by their tail, allowing free movement. Limb buckling and head movement on the vertical axis were recorded over 30 s. Gait analysis involved placing the mouse on a flat surface and observing its walking; the inability to walk straight, circling, or falling to the side of paralysis was recorded. To assess balance function, mice were placed on a circular beam, noting whether they could grasp or embrace the beam, the number of limbs falling from the beam, and the time until they fell. For the reflex test, head vibrations when the auditory canal was touched indicated positive auricle reflexes and blinking when gently touching the cornea with cotton indicated positive corneal reflexes. The score was graded from 0 to 14 (where 0 is normal and 14 shows the largest defect). Each evaluation was repeated in triplicate, and the average score was recorded.

### 2.10. Histological Analysis

Hematoxylin and Eosin (H&E) staining were used to detect the lesion volume. In animals stained with H&E, the brains of MCAO and sham mice were removed similarly and stored in 10% buffered formalin acetate for at least 24 h at 4 ℃. After fixation, the brains were embedded in paraffin and sectioned into 5-μm slices. We selected 100 μm intervals to be stained with H&E. The sections were imaged under a light microscope and digitized with a charge-coupled device camera Spot Digital Camera & Leica Microscope Biological Imaging System (Leica, Germany). H&E staining exhibited a pale coloration in the areas of ischemic lesions. We used the following formula to calculate the lesion volume as a percentage of the volume of the contralateral hemisphere: % lesion volume = (volume of the contralateral hemisphere-ipsilateral intact volume)/volume of contralateral hemisphere × 100.

Slides that were formalin-fixed and embedded in paraffin were deparaffinized using ethanol and xylene. Antigen retrieval was performed, followed by an overnight incubation at 4 °C using the following primary antibodies: anti-VEGF (ab51745, Abcam), SDF-1α mAb (sc-518066, Santa Cruz), and CXCR4 (ab181020, Abcam). The antigen-antibody reactions were visualized using a DAB Substrate Kit (ab64238, Abcam). The slides were counterstained with hematoxylin, dehydrated, and mounted in the final steps.

### 2.11. Western Blot Analysis

The brain tissues of mice were obtained from the infarcted hemisphere on day 28 after MCAO. The tissue extracts were dissociated by RIPA buffer. Total protein concentration was quantified using a BCA kit (Bio-Rad Lab, CA, USA). Equal protein lysates were loaded to 10% sodium dodecyl SDS-PAGE and transferred onto polyvinylidene difluoride membranes (Bio-Rad Lab, CA, USA). After blocking with 5% non-fat milk, the membranes were incubated with primary antibodies against CXCR4, VEGF, and SDF-1α overnight at 4 ℃. The membranes were then incubated with horseradish peroxidase-conjugated secondary antibody at a 1:2000 dilution (Cell Signaling Technology, USA). Immunoreactive proteins were then exposed to X-ray film by enhanced chemiluminescence.

### 2.12. Statistical Analysis

All data were expressed as the mean ± SD. The GraphPad Prism 8 software was used to analyze the data. Parametric tests were used for data that met normality and equal variance assumptions. A student’s *t*-test was used to analyze the differences between two unpaired samples. A two-way analysis of variance (ANOVA) followed by post hoc analysis was used for multiple comparisons. *p* < 0.05 was used as the statistically significant threshold.

## 3. Results

### 3.1. Successful Induction of hiPSs into hiPS-MSCs

MSC was successfully induced from hiPS using a one-step induction protocol. We observed a tendency for cells to form packed clones with a high nucleus/cytoplasm ratio during incubation. On day 14, the hiPSs exhibited a monolayer with a more prominent spindle-shaped morphology at the border of the colonies. On day 40, hiPS-MSCs displayed a homogeneous fibroblast-like morphology after several passages (Figure 1A). Tri-lineage MSC differentiation experiments examined the multipotency property of hiPS-MSCs; the hiPS-MSCs were cultured in the appropriate induction media suitable for osteogenesis, adipogenesis, and chondrogenesis differentiation. Osteogenic differentiation was highly efficient as more than 80% of cells were stained with Alizarin Red after three weeks of induction. Adipogenic differentiation was also highly efficient, with more than 90% of cells showing positive staining with Oil Red O. Finally, Alcian blue staining suggested efficient chondrogenic differentiation, with more than 70% of cells showing positive staining in both hiPS-MSCs types (Figure 2B).

Specific surface antigen profiling of hiPS-MSCs was measured using fluorescence-activated cell sorting (FACS). A multicolor analysis panel was performed to detect ISCT-recommended surface markers. HiPS-MSCs exhibited more than 95% of the population with the ISCT-defined positive expression markers, including CD73, CD90, and CD105. The negatively expressed markers (CD45/CD34/CD11b/CD19/HLA-DR PE) were detected in less than 2% of the population in pretreated cocktails (Figure 1C).

### 3.2. Characterization of hiPS-MSC-EVs

Ultrafiltration was employed for extracellular vesicles (EVs) from the hiPS-MSCs cell culture medium, as shown in the flowchart of Figure 2A. A transmission electron microscope (TEM) revealed a cup- or round-shaped morphology in hiPS-MSC-EVs with sizes ranging from 50 to 100 nm (Figure 2B). RNA was extracted from EVs using the miRCURY RNA isolation reagent, which can extract RNA of all sizes, including small RNA molecules. The size of exosomal RNAs was examined with an Agilent 2100 Bioanalyzer. Our results showed peaks of small RNA (25–200 nucleotides) in exosomal RNAs (Figure 2C). Western blotting confirmed the expression of the specific markers CD9, CD63, and CD81 in hiPS-MSC-EVs.

In contrast, the negative marker calnexin, an endoplasmic reticulum marker, was not detected in hiPS-MSC-EVs (Figure 2D). To better characterize the subpopulation of hiPS-MSC-EVs, we performed FACS to detect the expression of surface markers. The results indicated high ratios of hiPS-MSC-EVs expressing CD63 after binding to CD9 (95.7%) and CD81 antibody-coated beads (97.8%) (Figure 2E). Flow nanoanalyzer analysis revealed the iPSC-MSC-EVs were mostly distributed between 50 and 100 nm in diameter, with an average diameter of 70.25 nm (Figure 2F).

### 3.3. hiPS-MSC-EVs Inhibited Apoptosis and Promoted Cell Proliferation in OGD-Treated HT22 Cells

We next evaluated the effect of hiPS-MSC-EVs on cell viability and proliferation using a model of neuronal HT22 cells with oxygen-glucose deprivation/reoxygenation (OGD/R) in vitro (Figure 3A). To establish the OGD model, the cells were incubated in a hypoxia chamber for different periods, including 10 min, 20 min, 30 min, 1 h, 2 h, and 6 h. After OGD treatment, the cells were re-oxygenated in a 5% CO_2_ cell culture chamber for 24 h and examined by microscopy and proliferation assays. The results showed that the more prolonged OGD treatments (i.e., 6 h) led to dramatic apoptotic morphology and that proliferation decreased after re-oxygenation. The cells could not be recovered after the OGD treatment. In the 2 h OGD treatment, a significant decrease of absorbance at 490 nm (i.e., cell density) and minor morphology change was observed (Figure S1A). At the end of the reoxygenation period, cell viability was examined using the MTT assay at different times, specifically 24 h, 48 h, and 72 h. Our analysis revealed that the viability of HT22 cells was markedly decreased in OGD/NO FBS compared to the positive control OGD/FBS group, which indicated the cellular ischemic model was successfully established (Figure 3B, statistical test in Table S1).

To evaluate the effects of hiPS-MSC-EVs in the OGD model, HT22 cells were rescued with/without EV products after 2 h of OGD treatment. Cell viability and proliferation were again examined using the MTT assay. Moreover, the HT22 cells were treated with different EV doses, i.e., 20, 50, and 100 μg/mL, which revealed a dose-dependent effect on the successful rescue of HT22 cells after 24 h OGD treatment (Figure S1B). Cell proliferation was then examined at different time points (i.e., 24 h, 48 h, and 72 h). It showed that the hiPS-MSC-EVs treatment (100 μg/mL) exhibited significant proliferation compared to the control group without EV product treatment (Figure 3C, statistical test in Table S2). The morphology of the cells treated with/without hiPS-MSC-EVs was examined under a microscope. It unveiled a dramatic apoptotic morphology in cells treated with hiPS-MSC-EVs (100 μg/mL) compared to the control group (no EV product treatment) at 24 h (Figure 3D). Flow cytometry examined the living and apoptotic cells after OGD and reoxygenation with/without hiPS-MSC-EVs. The results showed that hiPS-MSC-EVs significantly enhanced cell viability after OGD treatment compared to the PBS-treated control group, with the proportion of apoptotic cells decreasing from 9.7 to 2.8% (Figure 3E). Finally, the number of living cells was calculated and repeated three times (Figure 3F, statistical test in Table S3).

### 3.4. Transcriptome Analysis Revealed the Expression Profile and Potential Pathways Involved in Ischemic Stroke in Mice

We evaluated differentially expressed genes (DEGs) using a heatmap and hierarchical clustering of RNA-seq data. 

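HT22 cells, an immortalized line from mouse hippocampal neurons, were sequenced as 9 libraries in 3 groups of 3. Control cells were left untreated. OGP cells, the group that the text calls OGD, went through 2 h without oxygen and glucose and were then given oxygen again for 24 h with PBS. OGE cells had the same 2 h of deprivation and hiPS-MSC-EVs in place of PBS. The paper's text on RNA-seq names no EV dose for these cells. It describes the medium after OGD as containing exosome-free FBS, no FBS or EVs, whereas the sample labels give the standard medium, so how serum differed between OGP and OGE is not known. RNA was extracted with TRIZOL according to the paper and with an RNeasy kit according to the labels, and mRNA was selected with poly-T beads. The authors aligned paired-end reads with HISAT2 to the mouse genome mm10, counted reads per gene with featureCounts and gave FPKM, the fragments per kilobase of gene scaled to the depth of the library. The sources do not say whether a read pair was counted as 1 or 2. The reads in genes that these values imply, fewer than the clean reads the paper gives, number 17069241 to 18506865 per control library, 16259448 to 19476806 per OGP library and 15026700 to 17368049 per OGE library. Mitochondrial transcripts took 1.62% ± 0.620 (SD, n = 3) of these reads in control, 2.90% ± 0.406 in OGP and 2.58% ± 0.479 in OGE. The test covered the 13245 genes with a mean of at least 0.5 FPKM, fitted with limma on log2(FPKM + 0.5). A DEG had an adjusted p of at most 0.05 and a fold of at least 1.5, the thresholds of the paper. The paper calls the libraries biological replicates and does not say whether they were separate cultures, so the p-values measure the spread between these libraries. Library preparation is not stated to keep the strand, so reads of a gene and of an overlapping antisense gene cannot be told apart.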

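Of the genes tested, 1605 were DEGs between OGP and control, 845 higher and 760 lower in OGP. More were lower than higher among protein-coding genes alone (715 lower and 639 higher), under quantile normalization (783 lower and 735 higher), with no fold threshold (2113 lower and 1828 higher) and without OGP replicate 2 (717 lower and 669 higher), and without OGP replicate 3 the numbers were equal, at 670. Rasl11a (ENSMUSG00000029641, chromosome 5 from 146845071 to 146847726 of mm10), which encodes a small GTPase of the Ras family, fell from 41.4 ± 4.40 (SD, n = 3) FPKM in control to 1.38 ± 0.204 in OGP, a log2 fold change of -4.48 (SE 0.11, adjusted p = 5.20e-08, limma). Chil1, which encodes a secreted chitinase-like protein, fell from 28.8 ± 3.87 to 1.49 ± 0.369 FPKM, a log2 fold change of -3.88 (SE 0.16, adjusted p = 2.09e-06, limma). Id1 and Id3, whose proteins block the DNA binding of helix-loop-helix factors, fell by 3.22 and 3.67 on the log2 scale. Id3 stood at 230.4 ± 49.5 FPKM in control and at 17.5 ± 3.50 in OGP. Among the 10 protein-coding DEGs with the lowest log2 fold changes were also the cytokine gene Il33, the immune checkpoint gene Vtcn1, the iron-carrier gene Lcn2, the acute-phase gene Orm1 and the cornified-envelope genes Sprr1a and Sprr2e, at -3.54 to -2.90. Orm1 and Sprr2e have close paralogs with which they could share reads. Aldh3a1 (ENSMUSG00000019102, chromosome 11 from 61207537 to 61218421), which encodes an aldehyde dehydrogenase, rose from 2.48 ± 0.0372 to 28.8 ± 1.03 FPKM, a log2 fold change of 3.30 (SE 0.064, adjusted p = 1.71e-08, limma). Ctgf, which encodes a secreted matrix-associated protein, rose from 7.95 ± 1.01 to 47.1 ± 4.96 FPKM, a log2 fold change of 2.50 (SE 0.14, adjusted p = 7.71e-06, limma). The others of the 10 highest were Chrnb1, an acetylcholine receptor subunit, Acox2, a peroxisomal oxidase, the ETS factor gene Etv5, the nuclear receptor gene Nr4a1, the adhesion scaffold gene Nedd9, the mesothelin gene Msln, Spink2 and Tcim, at 1.75 to 2.58. The 3 OGP libraries lay on one side of the 3 control libraries in 42.9% of all genes tested, where chance gives 10%, and the genes named here by size were chosen among these. Of the 100 DEGs with the smallest p, 28 were higher and 72 lower in OGP. Clustered on all genes tested, 6 of the 6 libraries fell with their own group. Pearson's r across genes was 0.969 to 0.987 within control, 0.985 to 0.986 within OGP and 0.955 to 0.967 between them. Control replicate 1 lay apart from the other controls, with a score of 33.1 on the third principal component against -15.0 and -11.0.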

The heatmap revealed the expression patterns of the top 100 DEGs of the samples clustered according to biological replicates within the OGD (*n* = 3) and control (*n* = 3) groups (Figure 4A). 

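Groups of genes that share a function were listed before the data were examined. Of 20 genes of the unfolded protein response, which restores protein folding in the endoplasmic reticulum, 13 rose in OGP and 7 did not pass the test (13 rose when adjusted over the list alone). Their median log2 fold change was 0.70 (adjusted p = 1.17e-09, and adjusted p = 0.153 with an estimated correlation, limma's camera test against all other genes). Hspa5, the main chaperone of the endoplasmic reticulum, rose from 299 ± 28.5 (SD, n = 3) to 589 ± 38.2 FPKM, a log2 fold change of 0.98 (SE 0.10, adjusted p = 1.65e-04, limma), and Manf, a secreted stress-response factor, rose by 1.07 on the log2 scale. Of 30 genes of the ATF4 response to amino acid shortage, 12 rose and 1 fell, with the same counts adjusted over the list alone and a median of 0.49 (adjusted p = 3.10e-09, and adjusted p = 0.259 with an estimated correlation). Among them, Trib3, a pseudokinase gene induced by stress, rose by 1.54, and Cth, which makes cysteine, by 1.62. The gene that fell, Ddit4, is an inhibitor of mTOR signalling and was named after its value was seen (-1.11). Genes of the extracellular matrix were mostly lower, 13 of 25 against 2 higher, also when adjusted over the list alone, with a median of -0.62 (adjusted p = 2.40e-06, and adjusted p = 0.374 with an estimated correlation). They included Lox, which crosslinks collagen (-1.93), and Timp1 and Timp3, whose proteins inhibit matrix proteases (-1.33 and -1.24), while the collagen gene Col3a1 was higher (0.78). All 13 mitochondrially encoded genes were measured and 10 rose (11 adjusted over the list alone), with a median of 1.01 (adjusted p = 2.56e-04, and adjusted p = 0.429 with an estimated correlation). This count fell to 2 without OGP replicate 2, to 4 without OGP replicate 3, to 5 without control replicate 2, to 3 under quantile normalization and to 2 with no filter on low values. Of the lost calls, mt-Cytb, mt-Nd1 and mt-Nd4 stood at 0.94, 1.00 and 0.94 without OGP replicate 2. Under quantile normalization they stood at 0.41, 0.59 and 0.75. Camera without an estimated correlation called the list in each fit without 1 library (adjusted p from 2.97e-05 to 9.50e-04). Of 42 ribosomal protein genes, 9 rose (10 adjusted over the list alone), with a median of 0.41 (adjusted p = 1.99e-07, and adjusted p = 0.509 with an estimated correlation). That number was 5 without control replicate 1 or without OGP replicate 2, and 14 without control replicate 2, and under quantile normalization it was 3. Many ribosomal protein genes have pseudogenes that could share their reads. Interferon-stimulated genes, which limit viral growth, gave 10 higher and 1 lower of 61, the same counts adjusted over the list alone and a median of 0.19 (adjusted p = 0.00329, and adjusted p = 0.509 with an estimated correlation). The lower gene, Trim25 (-0.59), was not called with a pseudocount of 1 (-0.58), without control replicate 1 (-0.57) or without control replicate 3 (-0.57). Its call was also lost without OGP replicate 2 (-0.58) or without OGP replicate 3 (-0.55). The immediate-early and serum-response genes gave 9 higher and 1 lower of 33, unchanged in number when adjusted over the list alone, with a median of 0.12 (adjusted p = 0.0242, and adjusted p = 0.647 with an estimated correlation). Without control replicate 1 this list was no longer called (adjusted p = 0.375) in limma's camera and 4 of its genes were lower. No shift was called for NF-kB inflammatory genes (5 higher and 6 lower of 23), NRF2 antioxidant genes (4 higher of 26), MHC class I genes (2 higher of 15), cholesterol synthesis genes (3 higher and 1 lower of 25), SRF and actin genes (1 higher and 1 lower of 15) or lysosome and autophagy genes (1 higher and 4 lower of 24), at camera's adjusted p from 0.0750 to 0.962. Of the 2 MHC class I genes, Erap1 (0.61) was not called with a pseudocount of 1 (0.58), without control replicate 2 (0.45), without control replicate 3 (0.60), without OGP replicate 2 (0.60) or without OGP replicate 3 (0.61). Under quantile normalization 3 of the SRF and actin genes were lower. In the NF-kB list, Vcam1, a leukocyte adhesion gene, rose by 1.71 and the cytokine gene Il6 fell by 2.06.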

The comparison dataset from the two groups was submitted to the IPA tool for core analysis to allow further understanding of the biological functions and pathways involved and to test whether the DEGs genes are associated with the regulation of ischemia. 

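Stat3 (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939540 of mm10), which encodes a transcription factor activated by cytokines of the interleukin-6 family, fell from 33.7 ± 1.30 (SD, n = 3) FPKM in control to 11.8 ± 0.344 in OGP, a log2 fold change of -1.48 (SE 0.065, adjusted p = 3.55e-06, limma). Hif1a (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530), which encodes the oxygen-regulated subunit of HIF-1, fell from 95.5 ± 24.2 to 53.6 ± 3.99 FPKM, a log2 fold change of -0.80 (SE 0.18, adjusted p = 0.0102, limma). Its spread in control came from replicate 1 at 123 FPKM against 78.9 and 84.4. Cebpa, a CCAAT-binding factor gene, was near the lower limit of the values tested, at 0.486 ± 0.160 and 0.553 ± 0.145 FPKM, and did not pass the test, at 0.10 (SE 0.20, adjusted p = 0.746, limma). Pgr, the progesterone receptor gene, was listed at 0 FPKM in control and at 0.00479 in OGP, under the level tested. Of 21 target genes of STAT3, 10 fell and 3 rose, in the same numbers adjusted over the list alone, with a median log2 fold change of -0.65 (adjusted p = 0.00505, and adjusted p = 0.259 with an estimated correlation, limma's camera). Those that fell included the cytokine receptor genes Il4ra (-1.23) and Osmr (-1.49) and the acute-phase inhibitor gene Serpina3n (-1.91), which has close paralogs, while the cyclin gene Ccnd1 (1.21) rose. Of 35 target genes of HIF-1, 17 fell and 1 rose, again as when adjusted over the list alone, with a median of -0.57 (adjusted p = 8.57e-09, and adjusted p = 0.153 with an estimated correlation). Ldha, which makes lactate from pyruvate, fell from 708 ± 74.5 to 313 ± 8.80 FPKM, a log2 fold change of -1.17 (SE 0.094, adjusted p = 6.40e-05, limma). Pfkfb3, an activator of glycolysis, changed by -1.75 (SE 0.14, adjusted p = 5.31e-05, limma) and the glucose transporter gene Slc2a1 by -0.90 (SE 0.091, adjusted p = 1.96e-04, limma). Aldoc alone of this list rose (0.60), a call that was lost with a pseudocount of 1 (0.42), under quantile normalization (0.48), without control replicate 2 (0.57) or without OGP replicate 3 (0.56). Aldoa entered this list under a pair of neighbouring gene models, both lower.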

Several diseases and disorders were identified with this approach, including cancer, organismal injury and abnormalities, tumor morphology, cardiovascular disease, and dermatological diseases associated with the upstream regulators STAT3, TP53, PGR, CEBPA, and HIF1A. The top 5 associated networks were also ranked based on this dataset (Figure 4B). The heatmap displayed the expression profile of 100 DEGs by comparing the OGD and OGE groups (Figure 4C).

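Between OGE and OGP, 1075 genes were DEGs, 449 higher and 626 lower in OGE, and with no fold threshold 1400 were higher and 1350 lower. Fos (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273 of mm10), an immediate-early gene that encodes a subunit of the transcription factor AP-1, fell from 66.9 ± 6.42 (SD, n = 3) FPKM in OGP to 1.11 ± 0.131 in OGE, a log2 fold change of -5.39 (SE 0.18, adjusted p = 8.57e-07, limma). Nr4a1 fell from 22.9 ± 3.59 to 0.858 ± 0.216 FPKM, a log2 fold change of -4.11 (SE 0.25, adjusted p = 9.95e-06, limma). Fosb, another AP-1 subunit gene, Dusp1, a phosphatase of MAP kinases, and Btg2, an inhibitor of proliferation, had log2 fold changes of -3.62, -3.09 and -3.09. Prelp, a matrix proteoglycan gene, fell from 7.00 ± 0.146 to 0.336 ± 0.0247 FPKM. The 4 others of the 10 lowest were interferon-stimulated, namely the antiviral genes Mx1 (-3.10), Ifit3 (-3.10) and Ifit3b (-3.00) and the chemokine gene Cxcl10 (-2.80). Ifit3 and Ifit3b are near-identical copies that could share reads. Prss46 (ENSMUSG00000049719, chromosome 9 from 110844506 to 110856522), which encodes a serine protease, rose from 0.289 ± 0.116 to 10.8 ± 1.25 FPKM, a log2 fold change of 3.85 (SE 0.13, adjusted p = 8.57e-07, limma). Acsbg1, an acyl-CoA synthetase gene, rose from 0.692 ± 0.154 to 8.94 ± 1.49 FPKM, a log2 fold change of 2.98 (SE 0.17, adjusted p = 9.31e-06, limma). Nos2, the inducible nitric oxide synthase gene, stood at 54.2 ± 0.780 FPKM in control, at 9.70 ± 0.411 in OGP and at 49.0 ± 5.58 in OGE, and rose by 2.27 (SE 0.088, adjusted p = 1.74e-06, limma) between the last of these groups. The other genes among the 10 highest were the metalloprotease gene Adam12, the repressor gene Snai1, the cathepsin gene Ctsw, Chil1, Vtcn1, Sprr2e and Fcrlb, at 1.88 to 2.90. Of the 100 DEGs with the smallest p, 37 were higher and 63 lower in OGE, and 19 are interferon-stimulated genes of the list fixed beforehand. Ranked by the size of the log2 fold change, 24 of the top 100 were higher and 76 lower. Pearson's r was 0.979 to 0.988 within OGE and 0.959 to 0.970 between OGE and OGP, and each library clustered with its own group.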

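Among the gene groups, 18 of 33 immediate-early and serum-response genes fell in OGE and 2 rose, as they did adjusted over the list alone, with a median of -0.67 (adjusted p = 7.62e-10, and adjusted p = 0.175 with an estimated correlation, camera). Egr1 and Ier2, transcription factor genes induced within minutes of a stimulus, fell by 2.59 and 2.27 on the log2 scale, and Cyr61, a matrix-associated growth regulator gene, by 2.38. HIF-1 target genes shifted up, with 4 higher and 1 lower (the same adjusted over the list alone) and a median of 0.36 (adjusted p = 4.77e-06, and adjusted p = 0.148 with an estimated correlation). Under quantile normalization 11 of them were higher. Vegfa, which encodes a growth factor of blood vessels, rose from 13.0 ± 0.783 (SD, n = 3) FPKM in OGP to 25.5 ± 2.81 in OGE, a log2 fold change of 0.94 (SE 0.089, adjusted p = 1.25e-04, limma). Hk2, which encodes a hexokinase, rose by 0.86 (SE 0.11, adjusted p = 7.34e-04, limma). Of the STAT3 target genes, 8 rose and 2 fell (9 and 2 adjusted over the list alone), with a median of 0.56 (adjusted p = 0.0148, and adjusted p = 0.175 with an estimated correlation). Stat3, itself among these 8, rose from 11.8 ± 0.344 to 22.0 ± 0.620 FPKM, a log2 fold change of 0.88 (SE 0.065, adjusted p = 3.10e-05, limma). NF-kB inflammatory genes gave 7 lower (also adjusted over the list alone) and none higher by limma, against 3 higher at an unadjusted p under 0.05, with a median of -0.27 (adjusted p = 0.00670, and adjusted p = 0.175 with an estimated correlation). Without OGE replicate 3 only 4 of them were lower. They included the adhesion gene Vcam1 (-2.32) and the chemokine gene Ccl5 (-1.19). ATF4 response genes shifted down, with 1 higher and 4 lower (2 and 4 adjusted over the list alone) and a median of -0.25 (adjusted p = 0.00121, and adjusted p = 0.396 with an estimated correlation). Ribosomal protein genes shifted down, with a median of -0.32 (adjusted p = 4.16e-06, and adjusted p = 0.525 with an estimated correlation) with 1 DEG, Rps27 (-1.20), also when adjusted over the list alone. Its call was lost with no filter (-1.20), under quantile normalization (-0.95), with robust variances (-1.20), without OGP replicate 2 (-1.10), without OGP replicate 3 (-0.98), without OGE replicate 1 (-1.16) or without OGE replicate 2 (-0.97). In contrast, 3 of these genes were lower with the 6 libraries compared alone and 8 without control replicate 1 and OGE replicate 3. Under quantile normalization this shift was not called by camera (adjusted p = 0.190). Lysosome and autophagy genes shifted up by a median of 0.23 (adjusted p = 8.43e-04, and adjusted p = 0.128 with an estimated correlation), with 3 DEGs, also adjusted over the list alone, among them the autophagy gene Atg9b (1.18). No shift was called for genes of the extracellular matrix (4 higher and 4 lower of 25), NRF2 (4 higher and 2 lower of 26), SRF and actin (1 higher and 2 lower of 15), cholesterol synthesis (1 lower of 25), the unfolded protein response (1 higher of 20) or mitochondrially encoded genes, at adjusted p from 0.292 to 0.657. Of the extracellular matrix genes, 7 were higher without OGE replicate 3 or without OGP replicate 1, and under quantile normalization 1 cholesterol gene was higher and none lower by limma.

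**Figure D1:**
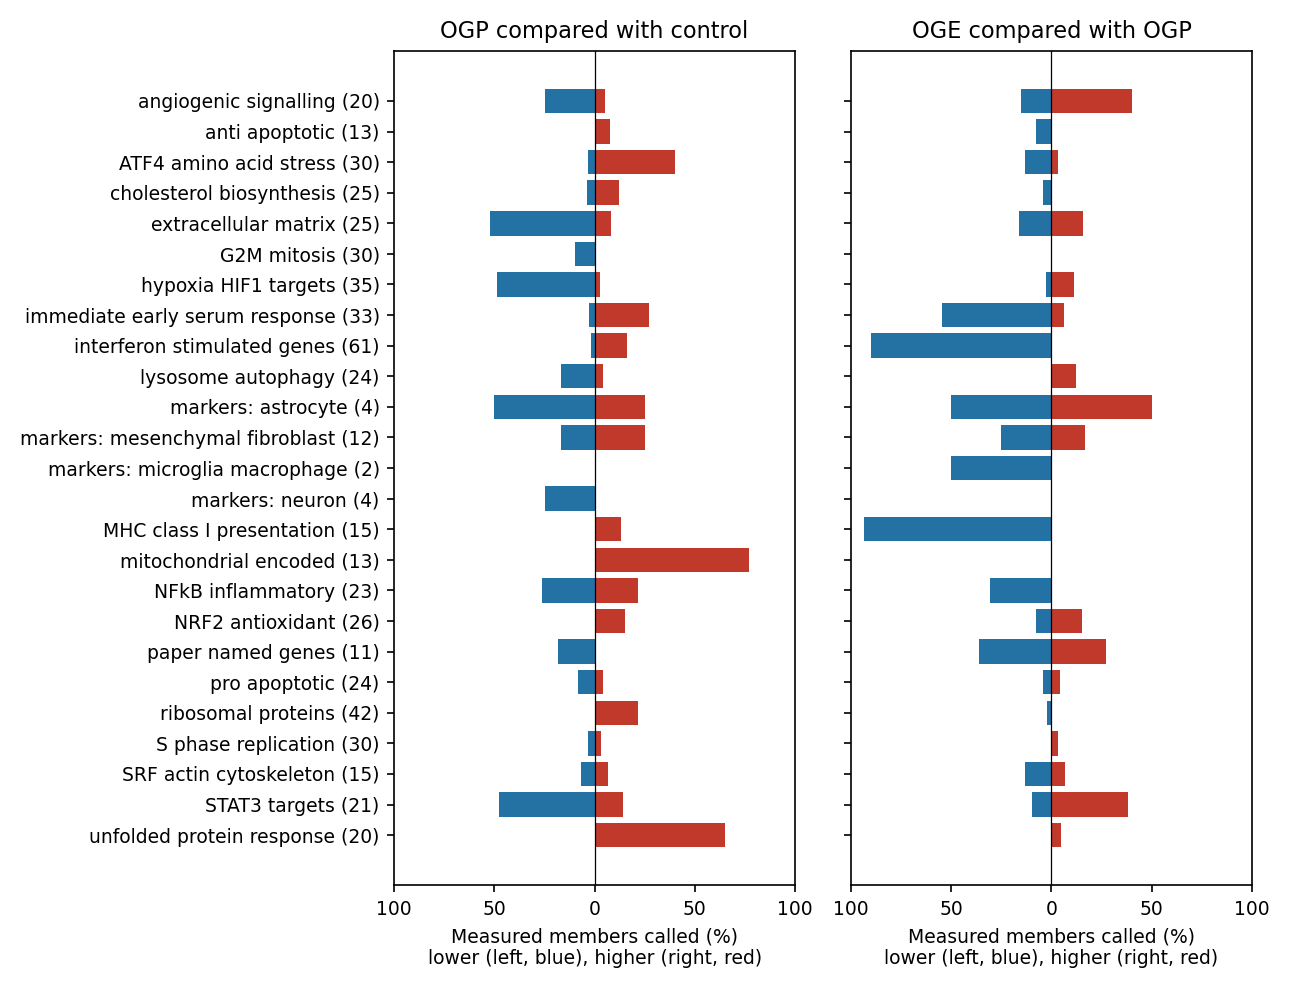
Share of the measured members of each gene list that were DEGs, in percent on the horizontal axis, lower to the left in blue and higher to the right in red, for OGP compared with control and for OGE compared with OGP. The numbers in brackets give the measured members. Among the lists with at least 2 measured genes, the interferon-stimulated and MHC class I genes have the longest blue bars in the second comparison, 55 of 61 and 14 of 15.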

We used the IPA tool and again identified several diseases and disorders, including immunological disease, organismal injury and abnormalities, connective tissue disorders, inflammatory disease, and skeletal and muscular disorders, associated with the upstream regulators *Trim24*, *Irf7*, *Irf3*, *Stat1*, and *Cited2*. 

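Irf7 (ENSMUSG00000025498, chromosome 7 from 141262706 to 141266481 of mm10), which encodes a transcription factor that induces interferon genes, fell from 86.6 ± 3.02 (SD, n = 3) FPKM in OGP to 25.4 ± 0.267 in OGE, a log2 fold change of -1.75 (SE 0.11, adjusted p = 1.25e-05, limma). Cited2 (ENSMUSG00000039910, chromosome 10 from 17723218 to 17725674), whose protein competes with HIF-1 for the coactivator CBP, fell from 102 ± 5.72 to 56.5 ± 2.66 FPKM, a log2 fold change of -0.84 (SE 0.12, adjusted p = 0.00154, limma). Irf3, which encodes a sensor-activated inducer of interferon, was measured at 12.9 ± 0.182 FPKM in OGP and at 11.4 ± 2.00 in OGE and did not pass the test, at -0.18 (SE 0.13, adjusted p = 0.380, limma). Trim24, which encodes a cofactor of nuclear receptors, did not pass either, at 5.30 ± 0.415 and 4.92 ± 0.296 FPKM and -0.10 (SE 0.12, adjusted p = 0.601, limma). Against control, the log2 fold changes in OGP were 0.35 for Irf7, -0.23 for Cited2, 0.26 for Irf3 and 0.48 for Trim24, none past the fold threshold. Without control replicate 1, Trim24 was higher in OGP than in control past the threshold (0.60). Of 61 interferon-stimulated genes, 55 fell in OGE and 6 did not pass, the same as when adjusted over the list alone. Their median log2 fold change was -1.29 (adjusted p = 8.87e-48, and adjusted p = 0.0357 with an estimated correlation, camera), so the call held with that correlation. Cmpk2, a nucleotide kinase gene, fell from 30.0 ± 0.813 to 5.43 ± 0.584 FPKM, a log2 fold change of -2.37 (SE 0.084, adjusted p = 1.05e-06, limma). Igtp, an interferon-induced GTPase gene, fell by 1.83 and Dhx58, a sensor of viral RNA, by 1.58 on the log2 scale. Of 15 genes of MHC class I presentation, 14 fell, also when adjusted over the list alone, with a median of -0.83 (adjusted p = 7.04e-13, and adjusted p = 0.117 with an estimated correlation). They include the immunoproteasome gene Psmb9 (-1.54) and the peptide transporter gene Tap1 (-1.20), which are on the interferon list too, and Psmb10, which fell from 114 ± 7.00 to 30.2 ± 0.507 FPKM, a log2 fold change of -1.90 (SE 0.14, adjusted p = 3.36e-05, limma). The class I heavy chain gene H2-Q4, at -1.07, has close paralogs that could share its reads. The paper's upstream regulators come from these same libraries and are not independent of the genes above. As a group, the genes the paper names gave 3 higher and 4 lower of 11 in OGE against OGP and no call (adjusted p = 0.403, camera).

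**Figure D2:**
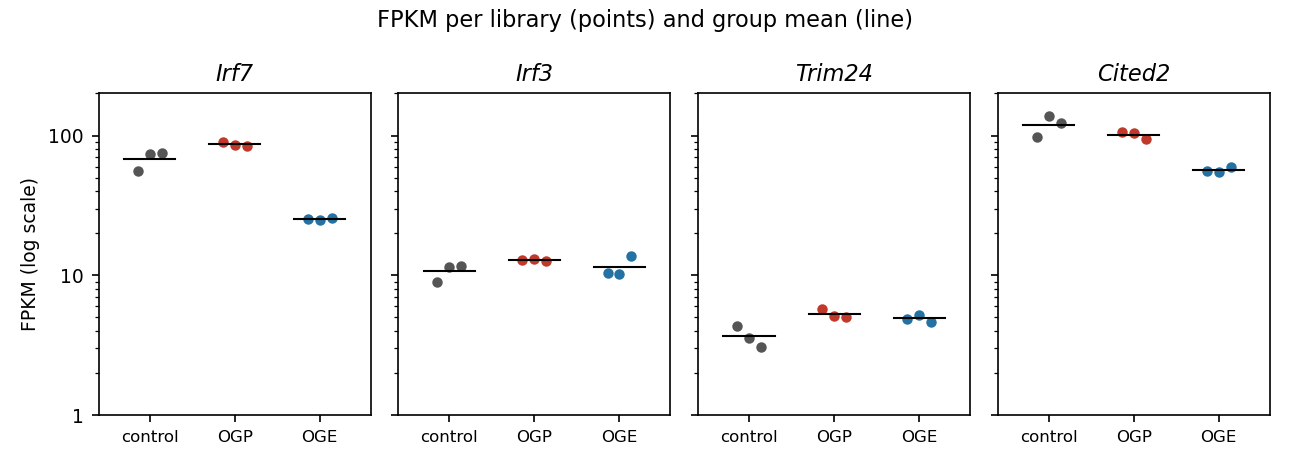
FPKM of Irf7, Irf3, Trim24 and Cited2 on a log scale, with 1 point per library and a line at the mean of each group of 3. The OGE libraries lie below the OGP libraries for Irf7 and Cited2, and OGE and OGP overlap for Irf3 and Trim24.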

The top 5 associated networks were also ranked based on this dataset (Figure 4D). These results indicate that several genes and their associated regulators play an essential role in the pathology of ischemia.

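Most genes that were DEGs in both comparisons, 348 against 50, changed in opposite directions. Of these, 200 rose in OGP over control and fell in OGE against OGP, where independent lists would share 39.9, and 148 fell and then rose, against 25.8. The others were 22 that rose in both comparisons, against 28.6, and 28 that fell in both, against 35.9. The chitinase-like gene Chil1, the checkpoint gene Vtcn1, Stat3 and Hif1a fell and then rose, and the nuclear receptor gene Nr4a1 and the adhesion gene Vcam1 rose and then fell. An opposite change need not be a return to control. Nr4a1 fell past it, at 6.29 ± 2.74 FPKM in control, 22.9 ± 3.59 in OGP and 0.858 ± 0.216 in OGE. How many of the 348 genes did so was not counted. For Stat3 the return was partial, to 22.0 ± 0.620 (SD, n = 3) FPKM against 33.7 ± 1.30 in control, with a log2 fold change of -0.60 (SE 0.065, adjusted p = 2.14e-04, limma) between them. That call was lost without control replicate 3 (-0.57) and under quantile normalization (-0.54). Hif1a in OGE, at 95.7 ± 17.2 FPKM, did not pass the test against control, at 0.015 (SE 0.18, adjusted p = 0.965, limma), and its rise over OGP, by 0.82 (SE 0.18, adjusted p = 0.0134, limma), was not called without OGE replicate 2 (0.70). As a list, genes of the unfolded protein response did not turn back, with a median of 0.034 in OGE against OGP. At an unadjusted p under 0.05, 7 of them were higher and 2 lower by limma. Herpud1 came partly back, at 30.8 ± 3.45 FPKM in control, 55.5 ± 5.65 in OGP and 39.5 ± 2.65 in OGE. Its change from OGP, -0.48 (SE 0.11, adjusted p = 0.0130, limma), was under the fold threshold. Hspa5 in OGE, at 576 ± 16.1 FPKM, was above control by 0.95 (SE 0.10, adjusted p = 1.47e-04, limma). Both comparisons share the 3 OGP libraries, which by itself gives opposite signs. Over all genes tested, 67.7% of the log2 fold changes had opposite signs and Pearson's r was -0.43, across genes that are not independent replicates. Libraries simulated without an effect in any group gave 66.7% and -0.50, and those with OGE simulated as unchanged from OGP, which keep the difference between OGP and control, 55.8% and -0.22. In both simulations the mean number of genes that were DEGs in opposite directions was 0, and so was that in the same direction. OGE had no change from OGP in either, so DEGs between them could hardly arise. These counts therefore cannot test the 348 against 50. The numbers given for independent lists are not those that an unchanged OGE would give. An OGE effect unrelated to the change in OGP was not simulated. The covariance was -0.0849 against -0.0228 without any effect and -0.0227 with OGE unchanged (means of 20 simulations). Part of the observed excess may come from the shared libraries, since 3 libraries cannot be divided into sets of at least 2. From the DEGs and the upstream regulators of these comparisons, the paper states that the results point to an essential role of several genes and their regulators in the pathology of ischemia (Figure 4).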

### 3.5. hiPS-MSC-EVs Improve Neurologic Outcome and Lesion Volume

After administering hiPS-MSC-EVs to MCAO mice, we assessed the neurological outcome, lesion volume (infarct size), and angiogenesis at different time points (Figure 5A). Behavioral deficits were evaluated using two neurological function tests, the Zea–Longa score and the modified neurological severity scores (mNSS). A higher score on each test represents a more severe behavioral deficit. The Zea–Longa scores obtained in the MCAO group were significantly higher than those calculated in the sham group, with no significant changes observed between the sham control and the Sham+EV groups (Figure 5B, statistical test in Table S4) (*n* = 4 per group). However, the mNSS score in the MCAO+EV group gradually decreased after surgery. As early as three days after MCAO, the hiPS-MSC-EVs treatment effects for the functional outcomes were small on days 3 and 14. However, significant changes were observed at day 28 post-treatment (Figure 5C, statistical test in Table S5). These results suggest the hiPS-MSC-EVs improve neurological function on day three after MCAO compared to the MCAO-only group (*n* = 4 per group).

Moreover, 28 days after the onset of stroke, the ischemic lesion volumes of the two groups were 57.08% + 4.48% (MCAO+PBS) and 50.76% + 2.91% (MCAO+EV), whereby a decrease occurred in the latter. No significant differences in lesion volume were observed between the sham+PBS and sham+EV treatment groups (Figure 5D, statistical test in Table S6) (*n* = 4 per group). These results indicate that the neurological function of MCAO mice can be restored by hiPS-MSC-EVs treatment.

### 3.6. hiPS-MSC-EVs Promote the Expression of VEGF and CXCR4 in the Ischemic Region

The expression of VEGF, SDF-1α, and CXCR4 in the infarcted hemisphere was evaluated by immunohistochemistry (IHC) staining. Our results showed that VEGFA was significantly increased in the MCAO+EV group compared to the MCAO+PBS group (Figure 6A), with CXCR4 following a similar but less pronounced trend (Figure 6B). No differences were found in the case of SDF-1α (Figure 6C) (statistical test in Tables S7–S9, *n* = 6 per group). The protein levels of the three genes were detected by western blot analysis and confirmed VEGF and CXCR4 expression were significantly increased in the MCAO+EV compared to the MCAO+PBS group and in both groups compared to the sham group (Figure 6D). Our results suggest that hiPS-MSC-EVs can inhibit hippocampal cell apoptosis and promote cell proliferation in the cellular model. The ischemic stroke performed in the MCAO mouse model exhibited function recovery, including motor recovery, regeneration, and angiogenesis (Figure 6E).

## 4. Discussion

Despite recent improvements in ischemic stroke patient care and neurorehabilitation, the long-term disabilities associated with stroke remain a significant problem in medicine, whereby devising effective therapeutic interventions to improve neuronal recovery in stroke patients is essential. The study showed that hiPS-MSC-EV improved HT22 cell proliferation, attenuated apoptosis, and altered cellular morphology after OGD/R treatment vitro. hiPS-MSC-EVs reduce the lesion volume and improve spontaneous movement ability and neurological deficits, as shown in the two neurological scores (Zea Longa and mNSS scores). Moreover, hiPS-MSC-EVs enhance angiogenesis in vivo by expressing VEGF and CXCR4 in the ischemic border zone of MCAO-treated mice.

Stem cell transplantation is emerging as a promising treatment for ischemic diseases, as research has confirmed the beneficial therapeutic effects of stem cells in both clinical and experimental models [34]. Among various stem cells, adult mesenchymal stem cells (MSCs), particularly bone marrow-derived stem cells (BMSCs), show potential due to their high self-renewal, differentiation capacity, and low immunogenicity for the treatment of ischemic diseases [35,36]. Limitations include restricted available BMSCs from patients and an age-related decline in their proliferation and differentiation potential. To address these challenges, induced pluripotent stem cells (iPSCs) have been explored. They can be derived from patients’ somatic cells, eliminating ethical issues and immune rejection, iPSC-derived MSCs have shown superior proliferation capacity compared to primary BMSCs. MSCs pose the risk of genetic and epigenic alterations [37]. Stem cells are now believed to function not only via cell replacement but also through a paracrine effect, releasing growth factors, cytokines, chemokines, and extracellular vesicles (EVs). These components aid cell regeneration or angiogenesis. EVs secreted by stem cells have attracted attention in the ‘paracrine hypothesis’ due to their unique characteristics and positive effects in treating ischemic injury [38,39]. MSC-derived EVs may mitigate risks associated with direct MSC transplantation, such as uncontrolled differentiation, immune rejection, or tumorigenicity while maintaining regenerative and immunomodulatory properties. Therefore, they present a viable therapeutic alternative. Emerging evidence consistently showed that exosomes derived from stem cells have promising therapeutic potential in various preclinical disease models. Exosome-based cell-free therapy is expected to overcome current limitations and challenges associated with cell-based therapy, such as the ease of passing through the BBB in the ischemic brain due to their lipophilicity, lower risks of mounting graft versus host immune response and tumorigenicity and occlusion in the microvasculature [40,41,42].

Over 70% of infarcts occur in the MCA and its branches [43]. Currently, preclinical models studying the pathophysiology and therapeutic intervention in ischemic stroke are under development and active investigation [44]. MCAO is a commonly used method to occlude ECA to reduce cerebral blood flow in murine models without craniotomy [45]. The MCAO model, characterized by highly reproducible infarcts [46], is useful for reproducing and studying ischemic stroke and its associated cell death, inflammation, and damaging effects on BBB [47]. However, other cerebral ischemic models, such as photothrombotic and thromboembolic 4-VO and 3-VO, ventricular fibrillation, or neck tourniquet ischemia models use different animals (e.g., gerbil) and did not examine the functional role of the hiPS-MSC-EV under different ischemia-inducing protocols in vitro and in vivo.

It was recently reported that the intravenous administration of human umbilical cord-derived MSCs into Sprague Dawley Rats attenuates ischemic brain damage with a significant reduction of infarct size and swelling [40]. However, the mNSS scores between the exosome-treated and control groups did not differ significantly different. In addition, the study also showed that exosome treatment attenuated somatosensory functional recovery and motor functions as measured by the mean beam walking score and latency to fall [40]. Accordingly, these previous results are consistent with another study that showed the mNSS scores of exosomes derived from the bone marrow of adult male Wistar rats and vehicle-treated groups did not differ after seven days of reperfusion [13]. Neuroprotective effects of exosomes released by MSCs and other cell types, such as astrocytes and brain endothelial cells, have also been observed following stroke in MSCs and other cell types [48]. Exosomes administered intravenously to MCAO rats improved foot faults and modified neurologic severity scores compared to PBS-treated rats [13].

Additionally, adipose-derived MSCs (ADMSCs) exosome therapy could reduce brain infarction zones and enhance neurological recovery. The similarities between the findings from this study and prior research provide validation for our results [49]. The discrepancy in the post-stroke outcome after the administration of stem cell-derived exosomes could be explained by the analysis of different species, treatment protocols, the origin of stem cells, or distinct dosing regimens [13,26,40].

It has been postulated that the microenvironments exposed to stem cells play a crucial role in the protection mechanisms exerted by stem cells and the secreted exosome. MSCs derived from human umbilical cord blood induced apoptosis in cancerous cells but suppressed apoptosis in spinal cord-injured rat models [50,51,52]. The expression levels of several miRNAs, such as *miR-133b* released from MSCs, originated from different sources in rats and drastically differed upon exposure to normal brain tissues or ischemic brain extracts [14]. The characterization of exosomes derived from stem cells cultured in different microenvironments is thus of significant biological and clinical relevance to determine their clinical efficacy in post-stroke neurological recovery.

While our study provides promising insights into the neuroprotective potential of hiPS-MSC-EVs in ischemic stroke, it is important to acknowledge several limitations. Firstly, the small sample size in our study might limit our findings’ statistical power and generalizability. Furthermore, the exclusive use of male C57BL/6 mice may not fully account for gender-specific physiological differences, thereby limiting the extrapolation of our results to female subjects. Additionally, the use of a mouse model raises concerns about the direct translatability of our findings to human biology, considering inherent species differences. Moreover, our in vitro model, utilizing HT22 cells subjected to a 2-h OGD/R injury, may oversimplify the complexities of real-world ischemic brain environments. While we observed enhanced angiogenesis through increased VEGF and CXCR4 protein expression, the multifaceted nature of angiogenesis warrants incorporating a broader spectrum of markers for a comprehensive understanding. Lastly, the lack of a specified extended observation period post-treatment prevents the exploration of potential long-term effects or side effects associated with hiPS-MSC-EVs. Despite these limitations, our findings lay the groundwork for more extensive studies that can further investigate the therapeutic potential of hiPS-MSC-EVs in ischemic stroke.

To test functional conservation, it is thus necessary to conduct further investigations into the functional specificities of hiPS-MSC-EVs in different hippocampal or neuronal cell lines originating from different organisms. In addition, the functional specificity of other downstream pathways associated with ischemia identified here using the IPA analysis and RNA-seq data warrant additional work to decipher the specific mechanisms mediating neuroprotection. A future comprehensive study of the inflammatory response and activation of other apoptotic pathways during cerebral ischemic injury is paramount to understanding the cellular responses to ischemia and the actions of hiPS-MSC-EVs in mediating neuroprotection in vitro and in vivo.

## 5. Conclusions

This study suggested hiPS-MSC-EVs inhibit apoptosis and promote cell proliferation using the OGD/R-injury HT22 cell model and enhance neurological recoveries, such as motor recovery, regeneration, and angiogenesis, in the MCAO-treated mice model. This work advances the current understanding of the functional role of hiPS-MSC-EVs. It supports the development of a novel therapeutic strategy against ischemic injury to improve post-stroke neurological function.

## Figures and Tables

**Figure 1:**
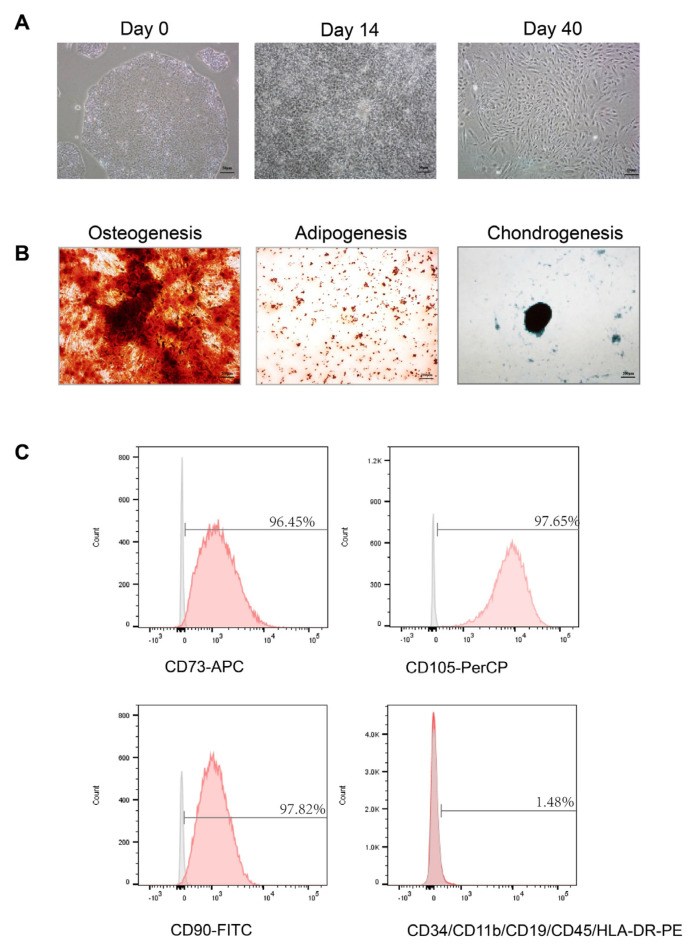
Characterization of human-induced pluripotent stem cell-derived mesenchymal stem cells (hiPS−MSCs) (**A**). Phase-contrast image of hiPS before differentiation (Day 0); Intermediate phase of MSCs differentiation from hiPS (Day 14); Typical morphology of MSC cells (Day 40). Original magnification 200×, Scale bar, 50 μm; (**B**). Multi-lineage differentiation of hiPS−MSCs. Alizarin Red, Alcian blue, and Oil red staining were used for osteogenesis, chondrogenesis, and adipogenesis. Original magnification 40×, Scale bar, 200 μm; (**C**). Flow cytometry analysis of the positive surface markers CD73, CD90, CD105, and negative surface markers CD34, CD45, CD11b, CD19 and HLA-DR in hiPS-MSCs.

**Figure 2:**
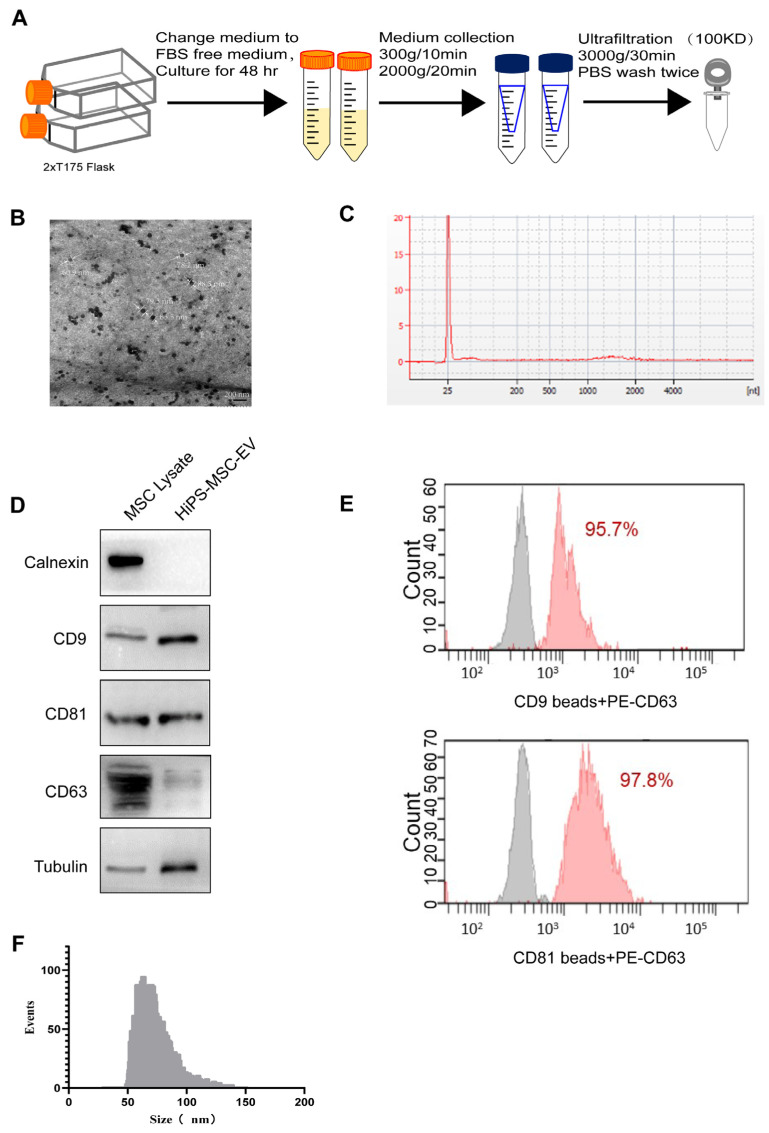
Characterization of hiPS-MSCs derived extracellular vesicles (hiPS-MSCs-EV) (**A**). Flowchart of hiPS-MSC-EVs isolation from the culture medium. (**B**). Morphology of hiPS-MSC-EVs under transmission electron microscopy. (**C**). Representative bioanalyzer profile of the RNA contained in hiPS-MSC-EVs. (**D**). Western blotting analysis of exosomal positive markers CD63, CD9, and CD81 and negative marker Calnexin in MSC lysate and hiPS-MSC-EVs. Tubulin was used as the loading control. (**E**). Flow cytometry analysis of positive marker CD63 expression after binding to CD9 and CD81 antibody-coated beads. The solid gray line represents cells that were unstained. while solid pink line represents the experimental samples. (**F**). Particle size distribution of iPSC-MSC-EVs measured using a flow nanoanalyzer.

**Figure 3:**
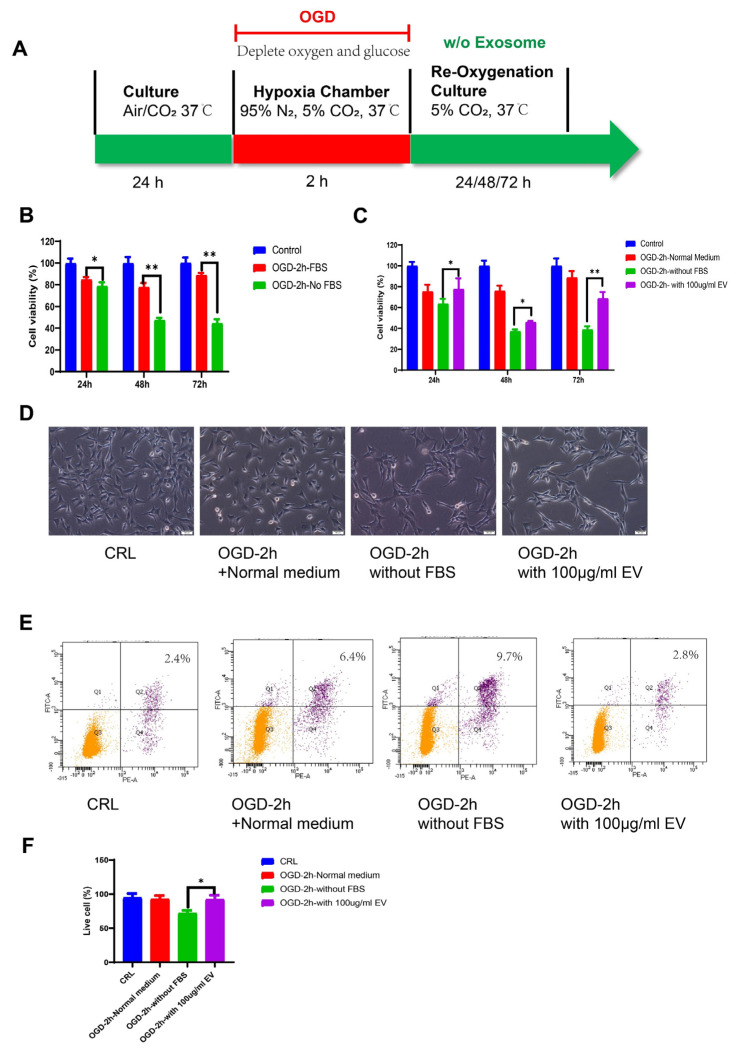
The effects of hiPS-MSC-EVs on cellular proliferation and apoptosis in HT22 cell lines from the mouse hippocampus. (**A**). Flowchart of OGD model and hiPS-MSC-EVs treatment. (**B**). HT22 cells were detected using the MTT assay after OGD treatment at 24 h, 48 h, and 72 h (*n* = 6 per group). (**C**). HT22 cells were detected using the MTT assay after OGD treatment and were further treated with hiPS-MSC-EVs for 24 h (*n* = 6 per group). (**D**). The morphology of cells treated with/without hiPS-MSC-EVs was examined under a microscope. Original magnification 200×, Scale bar, 50 μm; (**E**). HT22 cells treated with/without hiPS-MSC-EVs were stained with Annexin/PI, and apoptosis was examined by flow cytometry. (**F**). The experiment was repeated three times. The proportion of living cells in each group is also shown (*n* = 3 per group). Student *t* test. In all panels, data were expressed as means ± SD, * *p* < 0.05, ** p<0.01.

**Figure 4:**
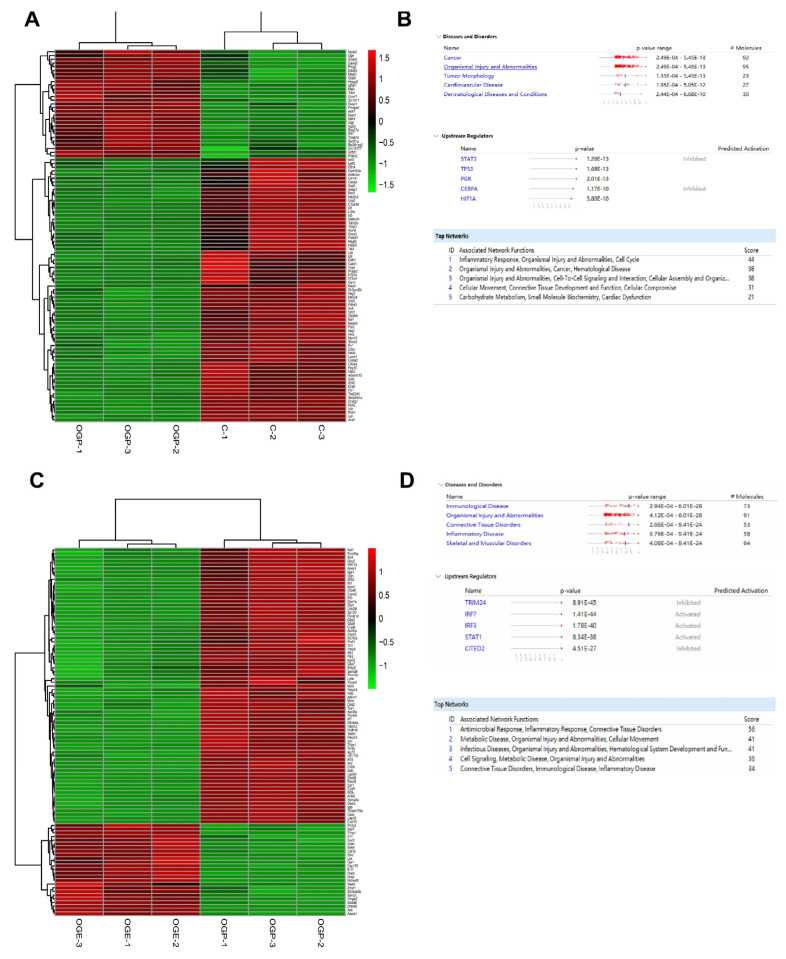
Transcriptome analysis of hiPS −MSC−Evs in HT22 cell lines from the mouse hippocampus. (**A**). Heatmap and hierarchical clustering analysis of RNA-seq data for the differentially expressed genes (DEGs). Columns in the heatmap represent OGP and control samples (*n* = 3 per group); rows indicate individual genes. (**B**). IPA core analysis of the comparison dataset from OGP and control groups. (**C**). Columns in the heatmap represent OGE and OGP samples; rows indicate individual genes. (**D**). IPA core analysis of the comparison dataset from OGE and OGP groups. Control group: HT22 cells without treatment; OGP group: HT22 cells with OGD and reoxygenation with PBS; OGE: HT22 cells with OGD and reoxygenation with hiPS−MSC−EVs.

**Figure 5:**
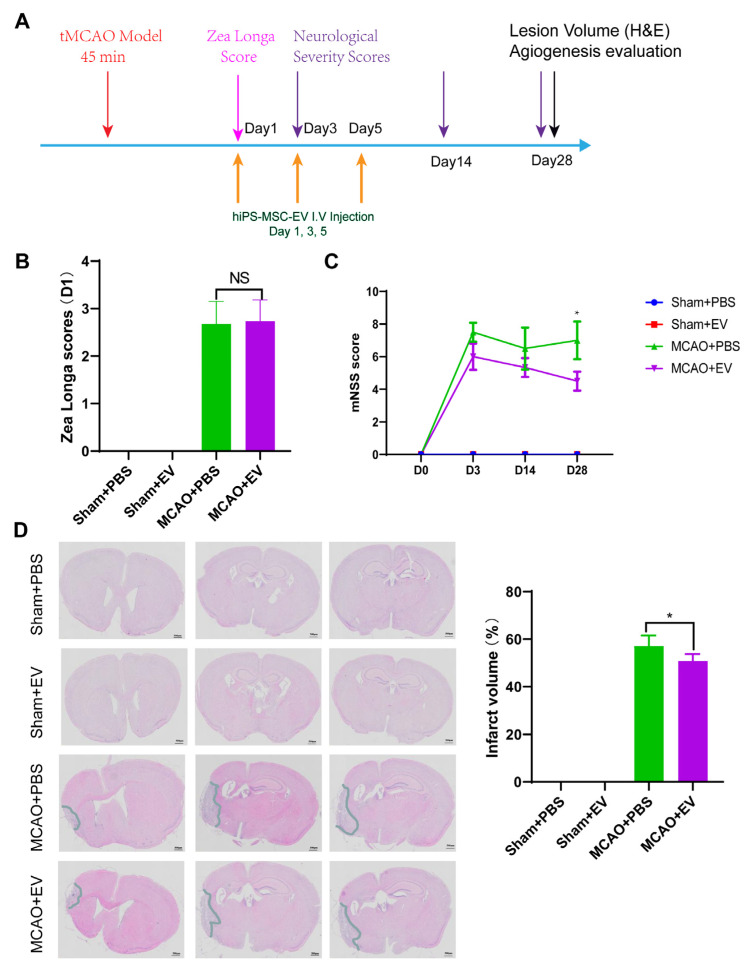
hiPS-MSC-EVs influence ischemic stroke volume and animal behavior in the mouse model of middle cerebral artery occlusion (MCAO). (**A**). Schematic representation of the establishment of the MCAO model and hiPS-MSC-EVs treatment. (**B**). Zea longa score evaluation. Two-way ANOVA test (*n* = 4 per group). (**C**). mNSS score evaluation. Two-way ANOVA test (*n* = 4 per group). (**D**). The lesion volume included all injury-related changes visible using H&E staining. Column displayed the quantification of lesion volume (*n* = 5 per group). Original magnification 20×, Scale bar, 500 μm; Student *t* test. In all panels, data were expressed as means ± SD, NS represents no significance, * *p* < 0.05.

**Figure 6:**
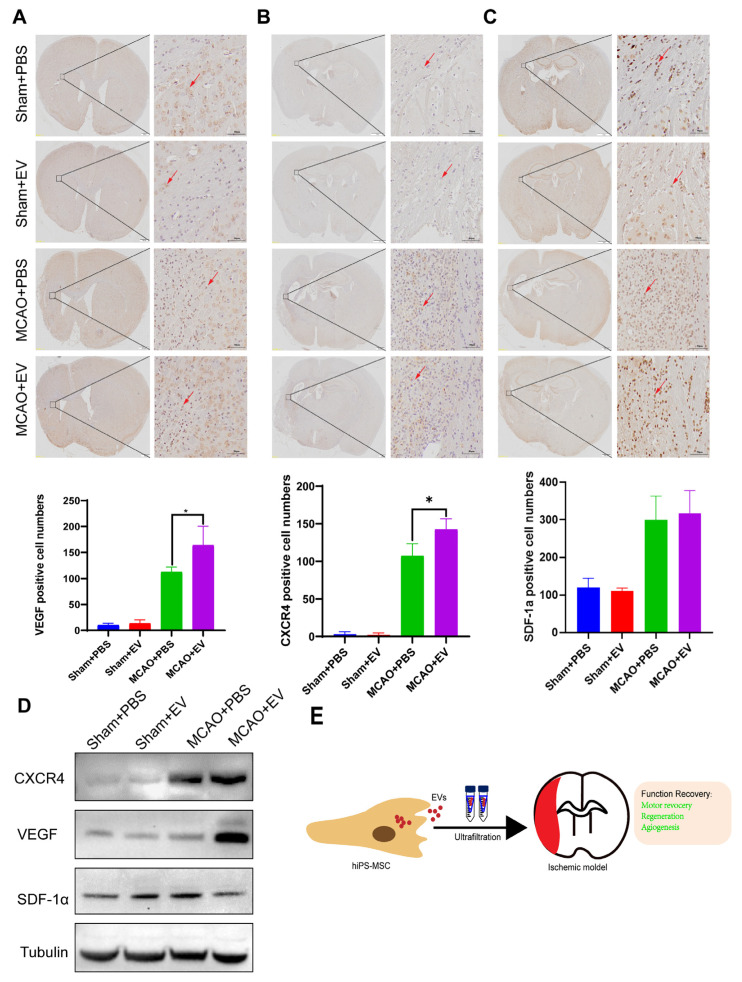
hiPS-MSC-EVs promote angiogenesis in the infarcted hemisphere. (**A**). Immunohistochemical analysis of VEGF in the infarcted hemisphere and quantification analysis of VEGF were performed (*n* = 6 per group). Positively stained cells are brown (indicated by the red arrow). (**B**). Immunohistochemical analysis of CXCR4 in the infarcted hemisphere and quantification analysis of CXCR4 were performed (*n* = 6 per group). Positively stained cells are brown (indicated by the red arrow). (**C**). Immunohistochemical analysis of SDF-1 in infarcted hemisphere. Quantification analysis of SDF-1 was performed (*n* = 6 per group). Positively stained cells are brown (indicated by the red arrow). (**D**). The expression of SDF-1, CXCR4, and VEGF was determined by western blot analysis. (**E**). Schematic representation of hiPS-MSC-EVs function in the ischemic mice model. Original magnification 20×, Scale bar, 500 μm; Inset magnification 200×, Scale bar, 50 μm. In all panels, data were expressed as means ± SD, * *p* < 0.05).

## Data Availability

All data generated or analyzed in this study are included in this published article.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines11092550/s1, Figure S1: The effect of hiPS-MSC-EVs on the HT22 cellular OGD model; Table S1: Comparison of Cell viability (%) within OGD treatment. Student t test results shown; Table S2: Comparison of Cell viability (%) within OGD and EVs treatment. Student t test results shown; Table S3:Comparison of Live cell (%) within OGD and EVs treatment. Student t test results shown; Table S4: Comparison of Zea Longa score within MCAO and MCAO+EV treatment. Student t test results shown; Table S5: Comparison of mNSS score within MCAO and MCAO+EV treatment. Two-way ANVOA test results shown; Table S6: Comparison of infarct volume (%) within MCAO and MCAO+EV treatment. Student t test results shown; Table S7: VEGF positive cell numbers within MCAO and MCAO+EV treatment. Student t test results shown; Table S8: CXCR4 positive cell numbers within MCAO and MCAO+EV treatment. Student t test results shown; Table S9: SDF-1a positive cell numbers within MCAO and MCAO+EV treatment. Student t test results shown.

## References

[1] Feigin V.L., Abajobir A.A., Abate K.H., Abd-Allah F., Abdulle A.M., Abera S.F., Abyu G.Y., Ahmed M.B., Aichour A.N., Aichour I. (2017). Global, regional, and national burden of neurological disorders during 1990–2015: A systematic analysis for the global burden of disease study 2015. Lancet Neurol..

[2] Chen M., Lyu H., Li T., Su X.W., Leung C.K., Xiong M.Z.Q., Poon W.S., Cai Y.F., Lu G., Chan W.Y. (2020). Study of the association between gait variability and gene expressions in a mouse model of transient focal ischemic stroke. Int. J. Neurosci..

[3] Soto-Camara R., Gonzalez-Bernal J., Aguilar-Parra J.M., Trigueros R., Lopez-Liria R., Gonzalez-Santos J. (2021). Factors related to prehospital time in caring for patients with stroke. Emergencias.

[4] Powers W.J., Derdeyn C.P., Biller J., Coffey C.S., Hoh B.L., Jauch E.C., Johnston K.C., Johnston S.C., Khalessi A.A., Kidwell C.S. (2015). 2015 american heart association/american stroke association focused update of the 2013 guidelines for the early management of patients with acute ischemic stroke regarding endovascular treatment a guideline for healthcare professionals from the american heart association/american stroke association. Stroke.

[5] Andres R.H., Horie N., Slikker W., Keren-Gill H., Zhan K., Sun G.H., Manley N.C., Pereira M.P., Sheikh L.A., McMillan E.L. (2011). Human neural stem cells enhance structural plasticity and axonal transport in the ischaemic brain. Brain.

[6] Sun B.C., Peng J., Wang S.F., Liu X.J., Zhang K.H., Zhang Z.Z., Wang C., Jing X.G., Zhou C.F., Wang Y. (2018). Applications of stem cell-derived exosomes in tissue engineering and neurological diseases. Rev. Neurosci..

[7] Margolis L., Sadovsky Y. (2019). The biology of extracellular vesicles: The known unknowns. PLoS Biol..

[8] Raposo G., Stoorvogel W. (2013). Extracellular vesicles: Exosomes, microvesicles, and friends. J. Cell Biol..

[9] Colombo M., Raposo G., Thery C. (2014). Biogenesis, secretion, and intercellular interactions of exosomes and other extracellular vesicles. Annu. Rev. Cell Dev. Biol..

[10] Crescitelli R., Lässer C., Szabó T.G., Kittel A., Eldh M., Dianzani I., Buzás E.I., Lötvall J. (2013). Distinct rna profiles in subpopulations of extracellular vesicles: Apoptotic bodies, microvesicles and exosomes. J. Extracell. Vesicles.

[11] Lee Y., El Andaloussi S., Wood M.J. (2012). Exosomes and microvesicles: Extracellular vesicles for genetic information transfer and gene therapy. Hum. Mol. Genet..

[12] Xin H., Li Y., Liu Z., Wang X., Shang X., Cui Y., Zhang Z.G., Chopp M. (2013). Mir-133b promotes neural plasticity and functional recovery after treatment of stroke with multipotent mesenchymal stromal cells in rats via transfer of exosome-enriched extracellular particles. Stem. Cells.

[13] Xin H., Li Y., Cui Y., Yang J.J., Zhang Z.G., Chopp M. (2013). Systemic administration of exosomes released from mesenchymal stromal cells promote functional recovery and neurovascular plasticity after stroke in rats. J. Cereb Blood Flow. Metab..

[14] Xin H., Li Y., Buller B., Katakowski M., Zhang Y., Wang X., Shang X., Zhang Z.G., Chopp M. (2012). Exosome-mediated transfer of mir-133b from multipotent mesenchymal stromal cells to neural cells contributes to neurite outgrowth. Stem. Cells.

[15] Zaim M., Karaman S., Cetin G., Isik S. (2012). Donor age and long-term culture affect differentiation and proliferation of human bone marrow mesenchymal stem cells. Ann. Hematol..

[16] Takahashi K., Yamanaka S. (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell.

[17] Hu G.W., Li Q., Niu X., Hu B., Liu J., Zhou S.M., Guo S.C., Lang H.L., Zhang C.Q., Wang Y. (2015). Exosomes secreted by human-induced pluripotent stem cell-derived mesenchymal stem cells attenuate limb ischemia by promoting angiogenesis in mice. Stem. Cell Res. Ther..

[18] Lian Q., Zhang Y., Zhang J., Zhang H.K., Wu X., Zhang Y., Lam F.F., Kang S., Xia J.C., Lai W.H. (2010). Functional mesenchymal stem cells derived from human induced pluripotent stem cells attenuate limb ischemia in mice. Circulation.

[19] Thanaskody K., Jusop A.S., Tye G.J., Wan Kamarul Zaman W.S., Dass S.A., Nordin F. (2022). Mscs vs. Ipscs: Potential in therapeutic applications. Front. Cell Dev. Biol..

[20] Hynes K., Menicanin D., Han J., Marino V., Mrozik K., Gronthos S., Bartold P.M. (2013). Mesenchymal stem cells from ips cells facilitate periodontal regeneration. J. Dent. Res..

[21] Okano H., Nakamura M., Yoshida K., Okada Y., Tsuji O., Nori S., Ikeda E., Yamanaka S., Miura K. (2013). Steps toward safe cell therapy using induced pluripotent stem cells. Circ. Res..

[22] Park W.S., Ahn S.Y., Sung S.I., Ahn J.Y., Chang Y.S. (2018). Strategies to enhance paracrine potency of transplanted mesenchymal stem cells in intractable neonatal disorders. Pediatr. Res..

[23] Zhang Z.G., Buller B., Chopp M. (2019). Exosomes-beyond stem cells for restorative therapy in stroke and neurological injury. Nat. Rev. Neurol..

[24] Cargnoni A., Papait A., Masserdotti A., Pasotti A., Stefani F.R., Silini A.R., Parolini O. (2021). Extracellular vesicles from perinatal cells for anti-inflammatory therapy. Front. Bioeng. Biotechnol..

[25] Drobiova H., Sindhu S., Ahmad R., Haddad D., Al-Mulla F., Al Madhoun A. (2023). Wharton’s jelly mesenchymal stem cells: A concise review of their secretome and prospective clinical applications. Front. Cell Dev. Biol..

[26] Doeppner T.R., Herz J., Gorgens A., Schlechter J., Ludwig A.K., Radtke S., de Miroschedji K., Horn P.A., Giebel B., Hermann D.M. (2015). Extracellular vesicles improve post-stroke neuroregeneration and prevent postischemic immunosuppression. Stem. Cells Transl. Med..

[27] Xia Y., Ling X., Hu G., Zhu Q., Zhang J., Li Q., Zhao B., Wang Y., Deng Z. (2020). Small extracellular vesicles secreted by human ipsc-derived msc enhance angiogenesis through inhibiting stat3-dependent autophagy in ischemic stroke. Stem. Cell Res. Ther..

[28] Wang J., Liu X., Lu H., Jiang C., Cui X., Yu L., Fu X., Li Q., Wang J. (2015). Cxcr4(+)cd45(−) bmmnc subpopulation is superior to unfractionated bmmncs for protection after ischemic stroke in mice. Brain Behav. Immun..

[29] Chen Y.S., Pelekanos R.A., Ellis R.L., Horne R., Wolvetang E.J., Fisk N.M. (2012). Small molecule mesengenic induction of human induced pluripotent stem cells to generate mesenchymal stem/stromal cells. Stem Cells Transl. Med..

[30] Zhang J., Guan J., Niu X., Hu G., Guo S., Li Q., Xie Z., Zhang C., Wang Y. (2015). Exosomes released from human induced pluripotent stem cells-derived mscs facilitate cutaneous wound healing by promoting collagen synthesis and angiogenesis. J. Transl. Med..

[31] Nong K., Wang W., Niu X., Hu B., Ma C., Bai Y., Wu B., Wang Y., Ai K. (2016). Hepatoprotective effect of exosomes from human-induced pluripotent stem cell-derived mesenchymal stromal cells against hepatic ischemia-reperfusion injury in rats. Cytotherapy.

[32] Oh M., Lee J., Kim Y.J., Rhee W.J., Park J.H. (2018). Exosomes derived from human induced pluripotent stem cells ameliorate the aging of skin fibroblasts. Int. J. Mol. Sci..

[33] Guo F., Wang H., Li L., Zhou H., Wei H., Jin W., Wang Q., Xiong L. (2013). A novel domain of amino-nogo-a protects ht22 cells exposed to oxygen glucose deprivation by inhibiting nadph oxidase activity. Cell Mol. Neurobiol..

[34] Van Nguyen T.T., Vu N.B., Van Pham P. (2021). Mesenchymal stem cell transplantation for ischemic diseases: Mechanisms and challenges. Tissue Eng. Regen. Med..

[35] Kim S.G., George N.P., Hwang J.S., Park S., Kim M.O., Lee S.H., Lee G. (2023). Human bone marrow-derived mesenchymal stem cell applications in neurodegenerative disease treatment and integrated omics analysis for successful stem cell therapy. Bioengineering.

[36] Guo Y., Yu Y., Hu S., Chen Y., Shen Z. (2020). The therapeutic potential of mesenchymal stem cells for cardiovascular diseases. Cell Death Dis..

[37] Neri S. (2019). Genetic stability of mesenchymal stromal cells for regenerative medicine applications: A fundamental biosafety aspect. Int. J. Mol. Sci..

[38] Gnecchi M., Zhang Z., Ni A., Dzau V.J. (2008). Paracrine mechanisms in adult stem cell signaling and therapy. Circ. Res..

[39] Keshtkar S., Azarpira N., Ghahremani M.H. (2018). Mesenchymal stem cell-derived extracellular vesicles: Novel frontiers in regenerative medicine. Stem Cell Res. Ther..

[40] Nalamolu K.R., Venkatesh I., Mohandass A., Klopfenstein J.D., Pinson D.M., Wang D.Z., Veeravalli K.K. (2019). Exosomes treatment mitigates ischemic brain damage but does not improve post-stroke neurological outcome. Cell Physiol. Biochem..

[41] Dasari V.R., Spomar D.G., Gondi C.S., Sloffer C.A., Saving K.L., Gujrati M., Rao J.S., Dinh D.H. (2007). Axonal remyelination by cord blood stem cells after spinal cord injury. J. Neurotrauma.

[42] Kenmuir C.L., Wechsler L.R. (2017). Update on cell therapy for stroke. Stroke Vasc. Neurol..

[43] Bogousslavsky J., Van Melle G., Regli F. (1988). The lausanne stroke registry: Analysis of 1000 consecutive patients with first stroke. Stroke.

[44] Dias L.A.A., Colli B.O., Netto J.C., Lachat J.J. (2000). Focal cerebral ischaemia induced by middle cerebral artery occlusion and the neuroprotective effect of ketoprofen in rats. Arq. Neuro-Psiquiat..

[45] Fluri F., Schuhmann M.K., Kleinschnitz C. (2015). Animal models of ischemic stroke and their application in clinical research. Drug Des. Dev. Ther..

[46] Liu S., Zhen G., Meloni B.P., Campbell K., Winn H.R. (2009). Rodent stroke model guidelines for preclinical stroke trials (1st edition). J. Exp. Stroke Transl. Med..

[47] Howells D.W., Porritt M.J., Rewell S.S., O’Collins V., Sena E.S., van der Worp H.B., Traystman R.J., Macleod M.R. (2010). Different strokes for different folks: The rich diversity of animal models of focal cerebral ischemia. J. Cereb. Blood Flow Metab..

[48] Venkat P., Cui C., Chopp M., Zacharek A., Wang F., Landschoot-Ward J., Shen Y., Chen J. (2019). Mir-126 mediates brain endothelial cell exosome treatment-induced neurorestorative effects after stroke in type 2 diabetes mellitus mice. Stroke.

[49] Chen K.H., Chen C.H., Wallace C.G., Yuen C.M., Kao G.S., Chen Y.L., Shao P.L., Chen Y.L., Chai H.T., Lin K.C. (2016). Intravenous administration of xenogenic adipose-derived mesenchymal stem cells (admsc) and admsc-derived exosomes markedly reduced brain infarct volume and preserved neurological function in rat after acute ischemic stroke. Oncotarget.

[50] Chelluboina B., Klopfenstein J.D., Pinson D.M., Wang D.Z., Veeravalli K.K. (2014). Stem cell treatment after cerebral ischemia regulates the gene expression of apoptotic molecules. Neurochem. Res..

[51] Gondi C.S., Veeravalli K.K., Gorantla B., Dinh D.H., Fassett D., Klopfenstein J.D., Gujrati M., Rao J.S. (2010). Human umbilical cord blood stem cells show pdgf-d-dependent glioma cell tropism in vitro and in vivo. Neuro Oncol..

[52] Dasari V.R., Veeravalli K.K., Tsung A.J., Gondi C.S., Gujrati M., Dinh D.H., Rao J.S. (2009). Neuronal apoptosis is inhibited by cord blood stem cells after spinal cord injury. J. Neurotrauma.

# Supplementary material for: Neuroprotective Effects of Human-Induced Pluripotent Stem Cell-Derived Mesenchymal Stem Cell Extracellular Vesicles in Ischemic Stroke Models
**Source:** Biomedicines. 2023 Sep 17;11(9):2550. doi: 10.3390/biomedicines11092550
**Supplement:** Supplementary file 1

**Supplementary Table S1.** Comparison of Cell viability (%) within OGD treatment. Student t test results shown.

| Group               | Mean   | S.D. | N | P value     | Comparison variables                    |
|---------------------|--------|------|---|-------------|-----------------------------------------|
| Control-24hr        | 99.89  | 4.26 | 6 | NA          | NA                                      |
| OGD-2hr-FBS-24hr    | 84.89  | 2.3  | 6 | 1.87137E-05 | OGD-2hr-FBS-24hr VS Control-24hr        |
| OGD-2hr-No FBS-24hr | 78.88  | 3.43 | 6 | 0.005106764 | OGD-2hr-No FBS-24hr VS OGD-2hr-FBS      |
| Control-48hr        | 99.84  | 5.76 | 6 | NA          | NA                                      |
| OGD-2hr-FBS-48hr    | 77.92  | 3.75 | 6 | 1.44575E-05 | OGD-2hr-FBS-48hr VS Control-48hr        |
| OGD-2hr-No FBS-48hr | 47.45  | 2.06 | 6 | 8.18525E-09 | OGD-2hr-No FBS-48hr VS OGD-2hr-FBS-48hr |
| Control-72hr        | 100.14 | 4.92 | 6 | NA          | NA                                      |
| OGD-2hr-FBS-72hr    | 88.94  | 2.05 | 6 | 0.01488723  | OGD-2hr-FBS-72hr VS Control-72hr        |
| OGD-2hr-No FBS-72hr | 44.70  | 3.55 | 6 | 4.80457E-05 | OGD-2hr-No FBS-72hr VS OGD-2hr-FBS-72hr |

**Supplementary Table S2.** Comparison of Cell viability (%) within OGD and EVs treatment.

Student t test results shown.

| Group                          | Mean   | S.D.  | N | P value     | Comparison variables                                       |
|--------------------------------|--------|-------|---|-------------|------------------------------------------------------------|
| Control-24hr                   | 100.08 | 3.65  | 6 | NA          | NA                                                         |
| OGD-2hr-Normal medium-24hr     | 75.52  | 6.34  | 6 | 0.00012093  | OGD-2hr-Normal medium-24hr VS Control-24hr                 |
| OGD-2hr-without FBS-24hr       | 63.74  | 4.55  | 6 | 0.008567348 | OGD-2hr-without FBS-24hr VS OGD-2hr-Normal medium-24hr     |
| OGD-2hr-with 100 µg/ml EV-24hr | 77.83  | 10.19 | 6 | 0.022423269 | OGD-2hr-with 100 µg/ml EV-24hr VS OGD-2hr-without FBS-24hr |

|                                       |        |      |   |             |                                                                     |
|---------------------------------------|--------|------|---|-------------|---------------------------------------------------------------------|
| Control-48hr                          | 100.05 | 4.95 | 6 | NA          | NA                                                                  |
| OGD-2hr-<br>Normal<br>medium-48hr     | 75.99  | 5.01 | 6 | 2.24651E-05 | OGD-2hr-Normal<br>medium-48hr VS<br>Control-48hr                    |
| OGD-2hr-<br>without FBS-<br>48hr      | 37.28  | 1.81 | 6 | 2.07635E-07 | OGD-2hr-without<br>FBS-48hr VS OGD-<br>2hr-Normal medium-<br>48hr   |
| OGD-2hr-with<br>100 µg/ml EV-<br>48hr | 46.11  | 0.95 | 6 | 5.09341E-05 | OGD-2hr-with 100<br>µg/ml EV-48hr VS<br>OGD-2hr-without<br>FBS-48hr |
| Control-48hr                          | 100    | 7.1  | 6 | NA          | NA                                                                  |
| OGD-2hr-<br>Normal<br>medium-48hr     | 88.88  | 6.15 | 6 | 0.015834995 | OGD-2hr-Normal<br>medium-72hr VS<br>Control-72hr                    |
| OGD-2hr-<br>without FBS-<br>48hr      | 38.93  | 3.07 | 6 | 5.08876E-08 | OGD-2hr-without<br>FBS-72hr VS OGD-<br>2hr-Normal medium-<br>72hr   |
| OGD-2hr-with<br>100 µg/ml EV-<br>48hr | 68.72  | 6.09 | 6 | 1.01304E-05 | OGD-2hr-with 100<br>µg/ml EV-72hr VS<br>OGD-2hr-without<br>FBS-72hr |

**Supplementary Table S3.** Comparison of Live cell (%) within OGD and EVs treatment. Student t test results shown.

| Group                        | Mean | S.D. | N | P value | Comparison<br>variables                                 |
|------------------------------|------|------|---|---------|---------------------------------------------------------|
| Control                      | 95   | 6    | 3 | NA      | NA                                                      |
| OGD-2hr-<br>Normal medium    | 93   | 5    | 3 | 0.6814  | OGD-2hr-Normal<br>medium VS Control                     |
| OGD-2hr-<br>without FBS      | 72   | 4    | 3 | 0.0052  | OGD-2hr-without<br>FBS VS OGD-2hr-<br>Normal medium     |
| OGD-2hr-with<br>100 µg/ml EV | 92   | 6    | 3 | 0.0085  | OGD-2hr-with 100<br>µg/ml EV VS OGD-<br>2hr-without FBS |

**Supplementary Table S4.** Comparison of Zea Longa score within MCAO and MCAO+EV treatment.

Student t test results shown.

| Group    | Mean | S.D. | N | P value | Comparison variables |
|----------|------|------|---|---------|----------------------|
| Sham+PBS | 0    | 0    | 4 | NA      | NA                   |
| Sham+EV  | 0    | 0    | 4 | NA      | NA                   |
| MCAO+PBS | 3    | 0.82 | 4 | 0.0052  | MCAO+PBS VS Sham+EV  |
| MCAO+EV  | 3.25 | 0.5  | 4 | 0.6376  | MCAO+EV VS MCAO+PBS  |

**Supplementary Table S5.** Comparison of mNSS score within MCAO and MCAO+EV treatment.

Two-way ANVOA test results shown.

| Group        | Mean | S.D. | N | Source of Variation (% of total variation)                                                       |
|--------------|------|------|---|--------------------------------------------------------------------------------------------------|
| Sham+PBS-D0  | 0    | 0    | 4 | Interaction 2.417<br>P=0.0295<br>Row Factor 86.76<br>P<0.0001<br>Column Factor 4.862<br>P<0.0001 |
| Sham+EV-D0   | 0    | 0    | 4 |                                                                                                  |
| MCAO+PBS-D0  | 0    | 0    | 4 |                                                                                                  |
| MCAO+EV-D0   | 0    | 0    | 4 |                                                                                                  |
| Sham+PBS-D3  | 0    | 0    | 4 |                                                                                                  |
| Sham+EV-D3   | 0    | 0    | 4 |                                                                                                  |
| MCAO+PBS-D3  | 7.5  | 0.58 | 4 |                                                                                                  |
| MCAO+EV-D3   | 6    | 0.82 | 4 |                                                                                                  |
| Sham+PBS-D14 | 0    | 0    | 4 |                                                                                                  |
| Sham+EV-D14  | 0    | 0    | 4 |                                                                                                  |
| MCAO+PBS-D14 | 6.5  | 1.30 | 4 |                                                                                                  |
| MCAO+EV-D14  | 5.3  | 0.58 | 4 |                                                                                                  |
| Sham+PBS-D28 | 0    | 0    | 4 |                                                                                                  |
| Sham+EV-D28  | 0    | 0    | 4 |                                                                                                  |
| MCAO+PBS-D28 | 7    | 1.15 | 4 |                                                                                                  |
| MCAO+EV-D28  | 4.5  | 0.58 | 4 |                                                                                                  |

**Supplementary Table S6.** Comparison of infarct volume (%) within MCAO and MCAO+EV treatment. Student t test results shown.

| Group    | Mean  | S.D. | N | P value | Comparison variables |
|----------|-------|------|---|---------|----------------------|
| Sham+PBS | 0     | 0    | 4 | NA      | NA                   |
| Sham+EV  | 0     | 0    | 4 | NA      | NA                   |
| MCAO+PBS | 57.08 | 4.48 | 4 | <0.0001 | MCAO+PBS VS Sham+EV  |
| MCAO+EV  | 50.76 | 2.91 | 4 | 0.0296  | MCAO+EV VS MCAO+PBS  |

**Supplementary Table S7.** VEGF positive cell numbers within MCAO and MCAO+EV treatment. Student t test results shown.

| Group    | Mean   | S.D.  | N | P value     | Comparison variables |
|----------|--------|-------|---|-------------|----------------------|
| Sham+PBS | 10.33  | 3.27  | 6 | NA          | NA                   |
| Sham+EV  | 13.33  | 7.04  | 6 | 0.350618753 | Sham+EV VS Sham+PBS  |
| MCAO+PBS | 112.20 | 9.5   | 6 | 3.85917E-11 | MCAO+PBS VS Sham+EV  |
| MCAO+EV  | 165.83 | 36.56 | 6 | 0.013846922 | MCAO+EV VS MCAO+PBS  |

**Supplementary Table S8.** CXCR4 positive cell numbers within MCAO and MCAO+EV treatment. Student t test results shown.

| Group    | Mean   | S.D.  | N | P value     | Comparison variables |
|----------|--------|-------|---|-------------|----------------------|
| Sham+PBS | 2.83   | 3.37  | 6 | NA          | NA                   |
| Sham+EV  | 1.88   | 2.57  | 6 | 0.64497438  | Sham+EV VS Sham+PBS  |
| MCAO+PBS | 107    | 16.37 | 6 | 1.68366E-09 | MCAO+PBS VS Sham+EV  |
| MCAO+EV  | 142.33 | 14.29 | 6 | 0.048026665 | MCAO+EV VS MCAO+PBS  |

**Supplementary Table S9.** SDF-1a positive cell numbers within MCAO and MCAO+EV treatment.  
Student t test results shown.

| Group    | Mean   | S.D.  | N | P value     | Comparison variables |
|----------|--------|-------|---|-------------|----------------------|
| Sham+PBS | 120.44 | 24.47 | 6 | NA          | NA                   |
| Sham+EV  | 110.67 | 8.19  | 6 | 0.272348184 | Sham+EV VS Sham+PBS  |
| MCAO+PBS | 299.5  | 63.94 | 6 | 2.55893E-07 | MCAO+PBS VS Sham+EV  |
| MCAO+EV  | 317.75 | 60.47 | 6 | 0.566852842 | MCAO+EV VS MCAO+PBS  |

How the deposited data were processed for this re-analysis (not part of the article)

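The data are 9 RNA-seq libraries of HT22 cells, 3 of untreated control cells, 3 of OGP cells (2 h of OGD, then 24 h of reoxygenation with PBS) and 3 of OGE cells (the same with hiPS-MSC-EVs). The authors had the libraries sequenced in paired ends, removed adapter, N-base and low-quality reads, aligned the rest with HISAT2 2.0.5 to mm10 and counted reads per gene with featureCounts. The FPKM were made by the authors from these read counts before they were deposited, with a tool that is not given in the sources used here. The authors' own DEGs came from DESeq2 on the counts, which were not used here. The values hold 54532 gene IDs, of which 54409 were found in the GENCODE M21 annotation, 98.3% of them with the same start and end, and 105 symbols occur more than once.

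In each library, FPKM times gene length was a whole multiple of a single step to within 0.1, and dividing by that step gave the reads in genes, which are read pairs if the authors counted fragments. Their number per library was 15026700 to 19476806. A gene at the lower limit of the test thus rests on few reads, and a gene with 0 FPKM on none. The 13245 genes with a mean of at least 0.5 FPKM over the 9 libraries were tested with limma 3.58.1 in R 4.3.3, with a trended prior variance, on log2(FPKM + 0.5) and all 9 libraries in a single model of 3 groups. P-values were adjusted by Benjamini and Hochberg over all genes tested, and a DEG had an adjusted p of at most 0.05 and a fold of at least 1.5. The comparisons were OGP with control, OGE with OGP, and OGE with control, which the paper does not report. Libraries were clustered with complete linkage on 1 minus Pearson's r.

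A set of 28 gene lists was tested with camera of limma, at a preset correlation between genes of 0.01, and adjusted over the lists with at least 2 measured genes. The lists cover HIF-1 targets, interferon-stimulated genes, MHC class I presentation, the unfolded protein response, the ATF4 response, mitosis, DNA replication, pro- and anti-apoptotic genes, immediate-early and serum-response genes, SRF and actin genes, cholesterol synthesis, NF-kB, NRF2, angiogenic signalling, the extracellular matrix, STAT3 targets, ribosomal proteins, mitochondrially encoded genes, lysosome and autophagy, markers of neurons, astrocytes, microglia, oligodendrocytes, endothelium and mesenchymal cells, and the genes the paper names. Another list and 2 of the genes the paper names are not reported here. The lists were fixed before the data were examined, though after the paper's text and its Figure 4 had been read, in which some interferon-related gene names are legible. Genes overlap between lists, so lists are not independent of each other. The median, the mean and the direction of the test differ in sign for mitotic and anti-apoptotic genes in OGE against OGP, for lysosomal genes, neuron markers and the genes the paper names in OGE against control, and for anti-apoptotic, cholesterol and paper-named genes in OGP against control, and in none of these was a shift called.

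Genes were named by a rule fixed beforehand. It takes the mouse genes the paper names, the 10 DEGs with the largest and the 10 with the smallest log2 fold change in OGP against control and in OGE against OGP (5 each in OGE against control), up to 6 genes with the smallest p of each list, and every angiogenic gene. DEGs named by size had to be protein coding, have a symbol that is not a predicted locus, at least 1 FPKM in the higher group and no overlap between the groups. Values after ± are SD over 3 libraries, and SE is that of the fitted log2 fold change.

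The test was run on simulated data with known changes, with each gene drawn on its own. Variation shared by many genes, such as that which sets control replicate 1 apart, was not simulated. The false calls below thus do not give the rate for these libraries. Of genes changed 2-fold it recovered 76.3%, 83.3% and 80.8% in the 3 comparisons, in the order given above, and of genes changed 4-fold 92.7%, 93.8% and 94.7%. Of 12942, 12959 and 12951 genes left unchanged it called 3, 5 and 9. The alternatives tried were other pseudocounts, filters, fold thresholds, scalings between libraries, robust variances, 6 libraries at a time, protein-coding genes alone, a block for the replicate number, an estimated correlation in camera, and leaving out each library in turn. After the data had been examined, voom on the reads recovered from FPKM and a fit without control replicate 1 and OGE replicate 3, which lie apart on the third principal component (-19.4 for the latter), were added. The animal experiments, the EV characterization and the cell assays of the paper were not analysed here.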

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

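None of the tests of this part was chosen only after the result was seen. The results below lie in a comparison or in genes that the paper does not discuss. Between OGE and control, 1519 genes were DEGs, 681 higher and 838 lower in OGE, and no other split of the 6 libraries called more than 67. With 10 possible splits no share under 0.05 can be reached, and the other splits mix both conditions in each group, which by itself lowers their counts. Interferon-stimulated genes were lower in OGE than in untreated control in 54 of 61 (median -0.99, adjusted p = 6.20e-35, and adjusted p = 0.0706 with an estimated correlation, limma's camera), as also adjusted over the list alone. Genes of the unfolded protein response were higher in OGE than in control in 13 of 20 (median 0.81, adjusted p = 2.09e-13, and adjusted p = 0.0706 with an estimated correlation, camera), the same adjusted over the list alone.

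The immediate-early and serum-response genes, of which 18 of 33 were lower in OGE than in OGP, are outside what the paper discusses for these cells. The paper names HIF1A as a regulator and does not discuss the HIF-1 targets, of which 17 of 35 were lower in OGP than in control. It does not discuss the mitochondrially encoded genes, of which 10 of 13 were higher in OGP than in control, and 2 without OGP replicate 2, 4 without OGP replicate 3, 5 without control replicate 2, 3 under quantile normalization and 2 with no filter. With an estimated correlation camera called none of these 3 lists (adjusted p = 0.175, 0.153 and 0.429).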

How the results depend on the processing

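Voom on the reads recovered from FPKM and the fit without control replicate 1 and OGE replicate 3 were chosen only after the data had been seen; the other alternatives were planned. No list or named gene that passed reversed its direction in any alternative. With no fold threshold there were 3941 DEGs (1828 higher and 2113 lower) in OGP against control, 2750 DEGs (1400 higher and 1350 lower) in OGE against OGP, 3287 DEGs (1550 higher and 1737 lower) in OGE against control. With a fold threshold of 2 there were 436 DEGs (231 higher and 205 lower) in OGP against control, 393 DEGs (135 higher and 258 lower) in OGE against OGP, 530 DEGs (219 higher and 311 lower) in OGE against control. Leaving out 1 library in turn gave totals of 1340 to 1912, 889 to 1181 and 1342 to 2017 in the same order. Voom gave 1927, 1284 and 1825, and the fit without the 2 libraries 1967, 1240 and 2267, with 1287 lower in OGE than in control. Of the top 100 DEGs of OGE against OGP, 24 were higher when ranked by the size of the log2 fold change. Of the named genes, 141 of 172, 145 of 167 and 134 of 160 had the same call in every alternative run on them. The other fold thresholds are not among these alternatives, and the filter at a mean of 1 FPKM covered 169, 163 and 157 of the genes.

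With an estimated correlation between genes, camera of limma no longer called these lists, at an adjusted p of 0.259 for ATF4, 0.259 for STAT3, 0.374 for matrix, 0.153 for HIF-1, 0.647 for immediate-early, 0.509 for interferon-stimulated, 0.429 for mitochondrially encoded, 0.509 for ribosomal and 0.153 for unfolded protein response genes in OGP against control, and 0.396 for ATF4, 0.117 for MHC class I, 0.175 for NF-kB, 0.175 for STAT3, 0.148 for angiogenic, 0.148 for HIF-1, 0.175 for immediate-early, 0.128 for lysosomal, 0.175 for microglial and 0.525 for ribosomal genes in OGE against OGP, and 0.374 for ATF4, 0.145 for MHC class I, 0.127 for NF-kB, 0.415 for matrix, 0.374 for HIF-1, 0.435 for immediate-early, 0.0706 for interferon-stimulated, 0.415 for mitochondrially encoded and 0.0706 for unfolded protein response genes in OGE against control. The fall of interferon-stimulated genes in OGE against OGP was the call that held (adjusted p = 0.0357).

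Under the other settings camera's adjusted p crossed the threshold as follows. Without a filter it became 0.00514 for mitotic, 0.0288 for angiogenic and 0.00514 for lysosomal genes in OGP against control, and 0.00354 for mitotic, 0.0320 for SRF and actin, 0.0157 for STAT3, 0.00716 for mesenchymal and 0.0317 for paper-named genes in OGE against control, all called, and 0.350 for microglial genes in OGE against OGP, not called. With a mean of at least 1 FPKM it was 0.00448 for astrocyte genes in OGP against control, called, and with a pseudocount of 0.1 0.0493 for mesenchymal genes in OGE against control, called. Under quantile normalization it was 0.0382 for NRF2 and 0.0154 for unfolded protein response genes in OGE against OGP, and 0.0406 for NRF2, 0.0409 for mesenchymal and 0.0194 for ribosomal genes in OGE against control, called, and 0.190 for ribosomal genes in OGE against OGP, not called. By voom it was 0.0507 for microglial genes in OGE against OGP, not called, and 0.0423 for mesenchymal genes in OGE against control, called. Without the 2 libraries it was 0.458 for immediate-early genes in OGP against control, and 0.0597 for NF-kB genes in OGE against OGP, not called, and 0.0451 for SRF and actin and 0.0416 for STAT3 genes in OGE against control, called.

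Leaving out each library in turn, camera's adjusted p crossed the threshold for 8 lists. In OGP against control it ranged over 4.61e-04 to 0.375 for immediate-early and 0.00243 to 0.541 for mitotic genes. In OGE against OGP it ranged over 0.0180 to 0.0674 for microglial genes. In OGE against control it ranged over 0.0488 to 0.114 for SRF and actin, 0.0477 to 0.164 for STAT3, 0.0197 to 0.0999 for mesenchymal, 9.17e-04 to 0.524 for mitotic, 0.0496 to 0.483 for NRF2 and 3.72e-04 to 0.808 for ribosomal genes. Where 1 library is left out, the group of 2 is assumed to vary like the others.

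Replicate numbers are shared between groups, with nothing in the paper or the labels that ties libraries of the same number. A replicate block gave 1581, 1043 and 1484 DEGs and changed 1 list call, mesenchymal genes in OGE against control (0.0391 by camera, called). Under it 8 mitochondrially encoded genes, not 10, were higher in OGP than in control, with mt-Nd2 and mt-Nd6 no longer called, and 8 ribosomal protein genes, not 9, and 2 cholesterol genes, not 3, were higher there. Also under it, 4 mitochondrially encoded genes, not 6, were higher in OGE than in control, with mt-Cytb, mt-Nd4 and mt-Nd5 no longer called and mt-Nd4l newly called, and no other gene changed its call in a comparison it is named for. Deviations from the group means correlated between libraries of the same number at -0.18, -0.053, -0.11 in OGP against control, and -0.086, 0.067, -0.10 in OGE against OGP, and 0.14, -0.12, 0.32 in OGE against control, and not every library correlated best with its own number.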

Differences from the paper's values

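None of the tests of this part was chosen only after the result was seen. For sequencing depth, the paper's 70 (clean reads per sample, in units of 1e6) stands beside 17.1 (reads in genes per library, same unit, mean of 9 libraries), which is a different quantity. The sources do not say whether the counts behind the latter are reads or read pairs, and no alternative was set for it before the data were examined. In Figure 4A about 29 of the top 100 DEGs, read by eye, are higher in OGD, and 28 were here. In Figure 4C about 25, read by eye, are higher in OGE, and 37 were here by p. Ranked by the size of the log2 fold change, an alternative set before the data were examined, 24 were higher in OGE and 37 in OGP. The paper states no ranking for these genes.

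The upstream regulators in Figure 4 carry an activity that IPA predicted, which is another quantity than the level of their own mRNA given here. Figure 4D marks IRF7 and IRF3 as activated and TRIM24 and CITED2 as inhibited in the comparison of OGD with OGE. In OGE against OGP the log2 fold changes were -1.75 for Irf7, -0.18 for Irf3, -0.10 for Trim24 and -0.84 for Cited2, and 55 of 61 interferon-stimulated genes were lower in OGE. Read as OGP over OGE, the interferon-stimulated genes run in the direction that the figure gives for IRF7 and IRF3. Figure 4B marks STAT3 as inhibited, and 10 of 21 genes of the STAT3 list, Stat3 among them, were lower and 3 higher in OGP than in control here, a list call that camera loses (adjusted p = 0.259 with an estimated correlation).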

Other observations

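The tests of scaling and of paralogs for interferon-stimulated genes were chosen only after the result was seen. Interferon-stimulated genes were lower in OGE than in OGP, 55 of 61, and 54 were lower than in untreated control, where the call is lost by camera (adjusted p = 0.0706 with an estimated correlation). Against the scaling between libraries as the cause, the median log2 fold change was at most -1.21 under the 2 other scalings, and against reads shared between paralogs, 22 of 25 genes with no close paralog on the list were lower. Of the 2 scalings, median-of-ratios had factors of 1.00 to 1.01 and hardly changed the values. The argument on scaling, here and for the patterns below, thus rests on quantile normalization. Against a single library, at least 53 genes were lower in each fit without 1 library. The medium after OGD, its serum, the handling of the cultures and the EVs themselves stay open, as no library separates them. A candidate explanation is that the EVs or what comes with them lower a basal interferon response of HT22 cells, which was not tested.

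Of 33 immediate-early and serum-response genes, 18 were lower in OGE than in OGP, Fos and Egr1 among them, and 2 higher, a call that camera loses (adjusted p = 0.175 with an estimated correlation). Against control, 15 were lower in OGE (5 higher, adjusted p = 5.50e-04, and adjusted p = 0.435 with an estimated correlation, camera). Against scaling, at least 18 genes were lower in OGE under the 2 other scalings, and against a single library, at least 17 were without any 1 library. These genes respond within minutes to serum and to handling, so a difference in medium or in harvest may underlie the pattern as well as the EVs, and neither was tested.

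Of 35 HIF-1 targets, 17 were lower in OGP than in control, Ldha and Pfkfb3 among them, and 1 higher, a call that camera loses (adjusted p = 0.153 with an estimated correlation). Against scaling, at least 17 targets were lower under the 2 other scalings, and against control replicate 1 as the source, 17 were lower without it. The cells had 24 h with oxygen before RNA was taken, and a return past the control level may explain the pattern as well as a difference in medium or glucose, which the libraries do not separate.

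Splits of the 6 libraries of a comparison into 3 and 3 number 10, so no share under 0.05 can be reached. Every other split also mixes both conditions in each group. Low counts there follow from any difference between the conditions and do not tell its cause. The real and the highest other counts were 1605 and 2 DEGs, 17 and 0 HIF-1 targets, and 13 and 0 unfolded protein response genes in OGP against control. They were 1075 and 0 DEGs, 55 and 0 interferon-stimulated, 14 and 0 MHC class I and 18 and 0 immediate-early genes in OGE against OGP, and 1519 and 67 DEGs in OGE against control, by limma.

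Pmepa1, Snai1, Adam12 and Hmga2, known to respond to TGF-beta, were higher in OGE than in OGP, and a list of other TGF-beta targets was drawn up to test whether they rose as a group. Of 21 measured, 7 were higher and 3 lower, with a median log2 fold change of 0.38 (camera p = 4.52e-04, not adjusted, and 0.0763 with an estimated correlation). Id1, Id2 and Id3, targets of BMP signalling, were lower in OGP than in control, and so were 7 of 12 other BMP targets, with a median of -0.98 (camera p = 1.23e-06, not adjusted, and 0.00557 with an estimated correlation). Both lists were written after these leading genes had been seen and leave them out; of their other genes, the value of Ctgf in OGP against control had been seen, and Lox, Fn1 and Col1a1 also stand on the matrix list. Of the listed genes just named, Lox (1.67) and Fn1 (1.23) were higher in OGE than in OGP. Ctgf fell there, from 47.1 ± 4.96 to 13.7 ± 2.31 FPKM. More TGF-beta signalling in OGE and less BMP signalling in OGP are candidate explanations, and serum could act on both. The 3 lower TGF-beta targets run against the former.

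Against control, the DEGs with the largest rise in OGE were the cathepsin gene Ctsw (3.87), the acyl-CoA synthetase gene Acsbg1 (3.78), the chromatin gene Hmga2 (3.40), the TGF-beta feedback gene Pmepa1 (2.94) and the autophagy gene Atg9b (2.78). Those with the largest fall were Fos (-5.25), Id3 (-4.28), Fosb (-3.32), the cell cycle gene Rprm (-3.30) and Mx1 (-3.28). MHC class I genes (11 lower of 15, adjusted p = 1.23e-08, and adjusted p = 0.145 with an estimated correlation), NF-kB genes (1 higher and 10 lower of 23, adjusted p = 2.35e-05, and adjusted p = 0.127 with an estimated correlation) and matrix genes (3 higher and 9 lower of 25, adjusted p = 6.77e-04, and adjusted p = 0.415 with an estimated correlation, camera) shifted down, the matrix genes with 1 higher without OGE replicate 2. HIF-1 targets (3 higher and 7 lower of 35, adjusted p = 0.00277, and adjusted p = 0.374 with an estimated correlation) also shifted down, and ATF4 genes (5 higher and 2 lower of 30, adjusted p = 9.71e-05, and adjusted p = 0.374 with an estimated correlation, camera) up. Mitochondrially encoded genes shifted up (6 higher, 9 adjusted over the list alone, adjusted p = 0.00105, and adjusted p = 0.415 with an estimated correlation, camera). That count was 1 without OGE replicate 1, 3 without OGE replicate 2, 10 without control replicate 1, 3 without control replicate 2 and 3 without control replicate 3, and it was 2 under quantile normalization or with no filter and 3 with the 6 libraries compared alone.

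No shift against control was called in OGE for STAT3 targets (2 higher and 8 lower of 21, and 5 lower without control replicate 3), NRF2 genes (2 higher, and 4 without control replicate 2), SRF and actin genes (1 lower), cholesterol genes (1 lower), lysosomal genes (2 higher and 1 lower of 24) or the genes the paper names (1 higher and 5 lower of 11), at camera's adjusted p from 0.0798 to 0.738. The SRF and actin gene that was lower, Acta2 (-0.70), was not called without OGE replicate 3 (-0.58). Under quantile normalization it was not called either (-0.58), while Actb was (-0.60). Without control replicate 1 the lysosomal gene Npc2 (-0.65) was lower too. Of 42 ribosomal protein genes none was a DEG by limma in OGE against control, with 9 at an unadjusted p under 0.05 (camera's adjusted p = 0.0903). Leaving out 1 library brought camera's adjusted p under the threshold for STAT3 targets (0.0477 without control replicate 1), NRF2 genes (0.0496 without control replicate 2), SRF and actin genes (0.0488 without control replicate 1) and ribosomal protein genes (3.72e-04 without control replicate 2 and 0.0235 without OGE replicate 2). The genes the paper names gave 2 lower of 11 in OGP against control (adjusted p = 0.853, camera).

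Vegfa mRNA was higher in OGE than in OGP in HT22 cells, as were the growth factor genes Fgf2 (1.25), Hgf (1.32) and Vegfc (1.18) and Angptl4 (1.64). In OGP, Fgf2, Hgf and Angptl4 were near the lower limit of the values tested, at 0.789, 0.339 and 0.580 FPKM. The paper measured VEGF, CXCR4 and SDF-1α as protein in mouse brain, which is another quantity. The chemokine gene Cxcl12, which encodes SDF-1α, fell from 40.6 ± 1.09 to 22.4 ± 1.56 FPKM (-0.85). For SDF-1α in brain the paper reports no difference with EVs. Thbs1, an inhibitor of angiogenesis, fell by 1.67. Cxcr4, the receptor gene of Cxcl12, was under the level tested, at 0.118 FPKM in OGP and 0.216 in OGE. Of 20 angiogenic genes, 8 rose and 3 fell in OGE against OGP, as also adjusted over the list alone (median 0.36, adjusted p = 0.00372, and adjusted p = 0.148 with an estimated correlation, camera). In OGP against control 1 higher and 5 lower of 20 (adjusted p = 0.181) and in OGE against control 5 higher and 4 lower of 20 (adjusted p = 0.490, camera) gave no call. The gene higher in OGP than in control, Thbs1 (0.66), was not called without control replicate 3 (0.58).

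Genes of mitosis (3 lower of 30, adjusted p = 0.0750), DNA replication (1 higher and 1 lower of 30, adjusted p = 0.130), pro-apoptotic genes (1 higher and 2 lower of 24, adjusted p = 0.740) and anti-apoptotic genes (1 higher of 13, adjusted p = 0.962) showed no called shift in OGP against control by camera. Mitotic genes passed, lower, at camera's adjusted p = 0.00243 without control replicate 2 and 0.0411 without OGP replicate 2, and only 1 of them was a DEG without control replicate 3. The replication gene that was higher, Pola1 (0.67), was not called without control replicate 2 (0.52), and the anti-apoptotic gene Birc3 (0.68) was not with a pseudocount of 1 (0.52), without control replicate 2 (0.58) or without OGP replicate 2 (0.63). In OGE against OGP they gave 1 replication gene higher, 1 pro-apoptotic gene higher and 1 lower, 1 anti-apoptotic gene lower and no mitotic DEG by limma, with 4 mitotic genes at an unadjusted p under 0.05, at camera's adjusted p from 0.170 to 0.982. The pro-apoptotic gene higher there, Bcl2l11 (0.62), was not called with a pseudocount of 1 (0.56), without OGP replicate 1 (0.58) or without OGE replicate 2 (0.56), and Birc3 (-0.62), the anti-apoptotic gene, was not with a pseudocount of 1 (-0.48), with no filter (-0.62), without OGP replicate 2 (-0.57), without OGP replicate 3 (-0.64), without OGE replicate 1 (-0.68), without OGE replicate 2 (-0.53) or without OGE replicate 3 (-0.64). The death ligand gene Tnfsf10 fell in that comparison (-2.04). In OGE against control, 2 pro-apoptotic genes were lower, and of the other lists none had a DEG by limma, with 10 mitotic, 10 replication and 2 anti-apoptotic genes at an unadjusted p under 0.05 (camera's adjusted p from 0.0572 to 0.738). Of the pro-apoptotic genes, Bak1 (-0.59) was not called with a pseudocount of 1 (-0.58), under quantile normalization (-0.52), without control replicate 2 (-0.51), without control replicate 3 (-0.51), without OGE replicate 1 (-0.53) or without OGE replicate 2 (-0.57). There the mitotic genes passed, lower, at camera's adjusted p = 9.17e-04 without control replicate 2, 0.0492 without control replicate 3, 0.0428 without OGE replicate 1 and 0.0221 without OGE replicate 2.

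Of 20 neuron markers, 4 reached the level tested, and Rbfox3, the NeuN gene, stood at 0.00675 FPKM in control. Of the neuron markers, 1 was lower in OGP than in control, Eno2 (-0.91), and 1 higher in OGE than in control, Tubb3 (0.78), a gene not called without control replicate 1 and OGE replicate 3 (0.51), with no list call (camera's adjusted p from 0.452 to 0.740). Of 4 astrocyte markers measured, 1 was higher and 2 lower in OGP against control, 2 higher and 2 lower in OGE against OGP, and 1 higher and 1 lower in OGE against control, with no call (camera's adjusted p from 0.0750 to 0.821). The astrocyte marker higher in OGP than in control is Aldoc, not called with a pseudocount of 1 (0.42), under quantile normalization (0.48), without control replicate 2 (0.57) or without OGP replicate 3 (0.56), and of those lower in OGE than in OGP, Slc1a3 (-0.64) was not called with a pseudocount of 1 (-0.57), without OGP replicate 2 (-0.54), without OGE replicate 3 (-0.56) or without control replicate 1 and OGE replicate 3 (-0.56), nor Aldoc with a pseudocount of 1. Of 12 mesenchymal markers, 3 were higher and 2 lower in OGP against control, 2 higher and 3 lower in OGE against OGP and 1 higher and 4 lower in OGE against control, also with no call (camera's adjusted p from 0.0501 to 0.962). S100a4, higher in OGP than in control (1.12), was not called without OGP replicate 2 (0.90). Pdgfra, higher in OGE than in OGP (0.62), was not called with a pseudocount of 1 (0.58) or without OGP replicate 2 (0.57). Acta2, lower in OGE than in control (-0.70), was not called under quantile normalization (-0.58) or without OGE replicate 3 (-0.58). The mesenchymal markers passed, lower in OGE than in control, at camera's adjusted p = 0.0490 without control replicate 1, 0.0481 without control replicate 2, 0.0394 without control replicate 3 and 0.0197 without OGE replicate 2. Of 13 microglial markers, Cd68 and Tmem119 were measured, and Tmem119 was lower in OGE than in OGP (-0.90), a list call (adjusted p = 0.0360, and adjusted p = 0.175 with an estimated correlation, camera) that was lost without OGP replicate 1 (camera's adjusted p = 0.0674). No shift of the microglial list was called in OGP against control (adjusted p = 0.506) or in OGE against control (adjusted p = 0.119, camera). Of the endothelial markers Flt1 alone was measured (-1.12 in OGP against control, 0.20 in OGE against OGP), and of the oligodendrocyte markers Cnp (0.061 and -0.71).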
